# Preassembled Cas9 Ribonucleoprotein-Mediated Gene Deletion Identifies the Carbon Catabolite Repressor and Its Target Genes in Coprinopsis cinerea

**DOI:** 10.1128/aem.00940-22

**Published:** 2022-11-14

**Authors:** Manish Pareek, Botond Hegedüs, Zhihao Hou, Árpád Csernetics, Hongli Wu, Máté Virágh, Neha Sahu, Xiao-Bin Liu, László Nagy

**Keywords:** carbon catabolite repression, genome editing, mushroom-forming fungi, CAZymes, transcription factors (TFs), split-marker, transporters

## Abstract

Cre1 is an important transcription factor that regulates carbon catabolite repression (CCR) and is widely conserved across fungi. The *cre1* gene has been extensively studied in several Ascomycota species, whereas its role in gene expression regulation in the Basidiomycota species remains poorly understood. Here, we identified and investigated the role of *cre1* in Coprinopsis cinerea, a basidiomycete model mushroom that can efficiently degrade lignocellulosic plant wastes. We used a rapid and efficient gene deletion approach based on PCR-amplified split-marker DNA cassettes together with *in vitro* assembled Cas9-guide RNA ribonucleoproteins (Cas9 RNPs) to generate *C. cinerea cre1* gene deletion strains. Gene expression profiling of two independent *C. cinerea cre1* mutants showed significant deregulation of carbohydrate metabolism, plant cell wall degrading enzymes (PCWDEs), plasma membrane transporter-related and several transcription factor-encoding genes, among others. Our results support the notion that, like reports in the ascomycetes, Cre1 of *C. cinerea* orchestrates CCR through a combined regulation of diverse genes, including PCWDEs, transcription factors that positively regulate PCWDEs, and membrane transporters which could import simple sugars that can induce the expression of PWCDEs. Somewhat paradoxically, though in accordance with other Agaricomycetes, genes related to lignin degradation were mostly downregulated in *cre1* mutants, indicating they fall under different regulation than other PCWDEs. The gene deletion approach and the data presented here will expand our knowledge of CCR in the Basidiomycota and provide functional hypotheses on genes related to plant biomass degradation.

**IMPORTANCE** Mushroom-forming fungi include some of the most efficient lignocellulosic plant biomass degraders. They degrade dead plant materials by a battery of lignin-, cellulose-, hemicellulose-, and pectin-degrading enzymes, the encoding genes of which are under tight transcriptional control. One of the highest-level regulations of these metabolic enzymes is known as carbon catabolite repression, which is orchestrated by the transcription factor Cre1, and ensures that costly lignocellulose-degrading enzyme genes are expressed only when simple carbon sources (e.g., glucose) are not available. Here, we identified the Cre1 ortholog in a litter decomposer Agaricomycete, Coprinopsis cinerea, knocked it out, and characterized transcriptional changes in the mutants. We identified several dozen lignocellulolytic enzyme genes as well as membrane transporters and other transcription factors as putative target genes of *C. cinerea cre1*. These results extend knowledge on carbon catabolite repression to litter decomposer Basidiomycota.

## INTRODUCTION

Carbon catabolite repression (CCR) is a gene regulatory mechanism that inhibits the utilization of complex carbon sources in the presence of preferred carbon sources, such as glucose (1, 2). The transcription factor Cre1 and its orthologs have been identified as key regulators of CCR and are extensively studied in several model fungal species, such as Aspergillus spp. (CreA), Saccharomyces cerevisiae (Mig1), and Neurospora crassa (Cre-1) (3–5). In the presence of glucose, Cre-1 binds promoters and represses the transcription of genes responsible for the utilization of alternate carbon sources (6–8). The absence of the preferred carbon source can lead to phosphorylation of CreA and a change in its subcellular localization, ultimately leading to derepression of its target genes involved in the utilization of nonpreferred carbon sources such as lignocellulosic plant remnants (9–12). It has been shown that manipulating the carbon catabolite repressor has an impact beyond CCR on amino acid metabolism, intracellular trehalose levels, or stress, among others (12), suggesting that Cre1/CreA/Cre-1 can directly or indirectly regulate a large suite of metabolic and other genes.

Carbon catabolite repression is best studied in the Ascomycota (2, 12, 13), whereas in the Basidiomycota several details of the process are poorly known, including upstream regulators and downstream target genes of Cre1. CCR has been demonstrated in several wood-decay fungi, including the white rotters Pleurotus ostreatus (14, 15), Dichomitus squalens (16), Ganoderma lucidum (11), Phanerochaete chrysosporium (17), and the brown rot fungus Rhodonia placenta (18). This suggests that orthologs of Cre-1 should exist in the Basidiomycota as well. Indeed, deletion and overexpression of the *cre1* gene in the *P. ostreatus* showed that *cre1*-mediated regulation of CAZyme activities is substrate-dependent (14). A recent study based on RNA interference (RNAi) silencing showed that the creA ortholog in *G. lucidum* can regulate cellulase enzyme activity and transcription of related genes (11). However, despite these studies, the role of the *cre1* gene in global gene regulation and its regulon in mushroom-forming fungi are unclear, hampering in-depth studies on the regulation of plant biomass degradation in the Basidiomycota.

Here, we investigated the effects of *cre1* gene deletion on the phenotype and global gene expression regulation in Coprinopsis cinerea. *C. cinerea*, also known as “Inky-cap mushroom'' forms complex fruiting bodies that autolyze to produce a black mass of spores. It is a widely used model in mushroom developmental biology (19, 20). At the same time, *C. cinerea* is a litter decomposer species, which is adapted to decomposing lignocellulosic substrates such as manure, hay, or straw. Litter decomposers represent an ecologically successful guild among mushroom-forming fungi, mostly in the Agaricales (21, 22). Unlike white and brown rot fungi which decompose wood, litter decomposers obtain carbon from nonwoody plant biomass. In *C. cinerea*, the availability of a self-fertile homokaryotic strain (AmutBmut *pab1-1*), along with widely used selection markers, including auxotrophic marker genes, facilitate genetic studies (19, 23, 24).

Genomic integration of foreign DNA occurs either by nonhomologous end joining (NHEJ) or homologous recombination (HR). NHEJ is widespread in fungi, while HR is very limited (25, 26), especially in the mushroom-forming fungi (27, 28), which complicates HR-dependent targeted gene deletion. The ratio of HR-mutants has been increased by disruption of the NHEJ genes *ku70*, *ku80*, or *lig4* in mushroom-forming fungi (26, 29–31). Another approach for preferentially utilizing HR-dependent gene integration is the split-marker gene deletion approach, which uses two overlapping fragments of the dominant marker with flanking target gene fragments (32). In Cordyceps militaris, the split-marker approach results in increased gene deletion compared to a single fragment (33). This approach is commonly used for genetic manipulations in filamentous fungi (34), but not in *C. cinerea*. Recently, genome editing using CRISPR/CRISPR-associated protein 9 (Cas9) has become popular in various fungi, including Agaricomycetes (35–42), and involves a report of using the split-marker together with the preassembled Cas9 ribonucleoproteins (Cas9 RNPs) in *P. ostreatus* (43).

In this study, we identified the *C. cinerea cre1* gene and generated two independent *C. cinerea cre1* mutants using preassembled Cas9 RNPs along with a PCR-based split-marker DNA repair cassette. Transcriptional changes were analyzed in the two *C. cinerea cre1* mutants using Quant-Seq. Our analysis highlights putative target genes of Cre1 in a litter decomposer basidiomycete. We detected differential expression of several carbohydrate metabolism genes, carbohydrate-active enzyme encoding genes (CAZymes) related to plant cell wall degradation, plasma membrane transporters, and several transcription factors. In addition, this work also provides a simple, efficient, and rapid approach for gene deletion in the mushroom *C. cinerea*.

## RESULTS

### Identification of the *C. cinerea cre1* gene and phylogenetic analysis.

We identified the Cre1 ortholog for *C. cinerea* using a reciprocal best hit strategy in protein BLAST and confirmed orthology using maximum likelihood analysis of the Cre1 orthologs and related C_2_H_2_ transcription factors (Fig. 1). The phylogeny strongly supported the monophyly of protein 466792 of *C. cinerea* with experimentally characterized members of the family, including Mig1 of S. cerevisiae, CreA of Aspergillus niger and A. nidulans, Cre-1 of Neurospora crassa, and Cre1 of Trichoderma reesei. On the other hand, sequences representing Mig2 and Mig3 of S. cerevisiae and closely related proteins of A. niger and A. nidulans were clustered separately. Based on these results, we designate this protein of *C. cinerea* as Cre1.

**FIG 1:**
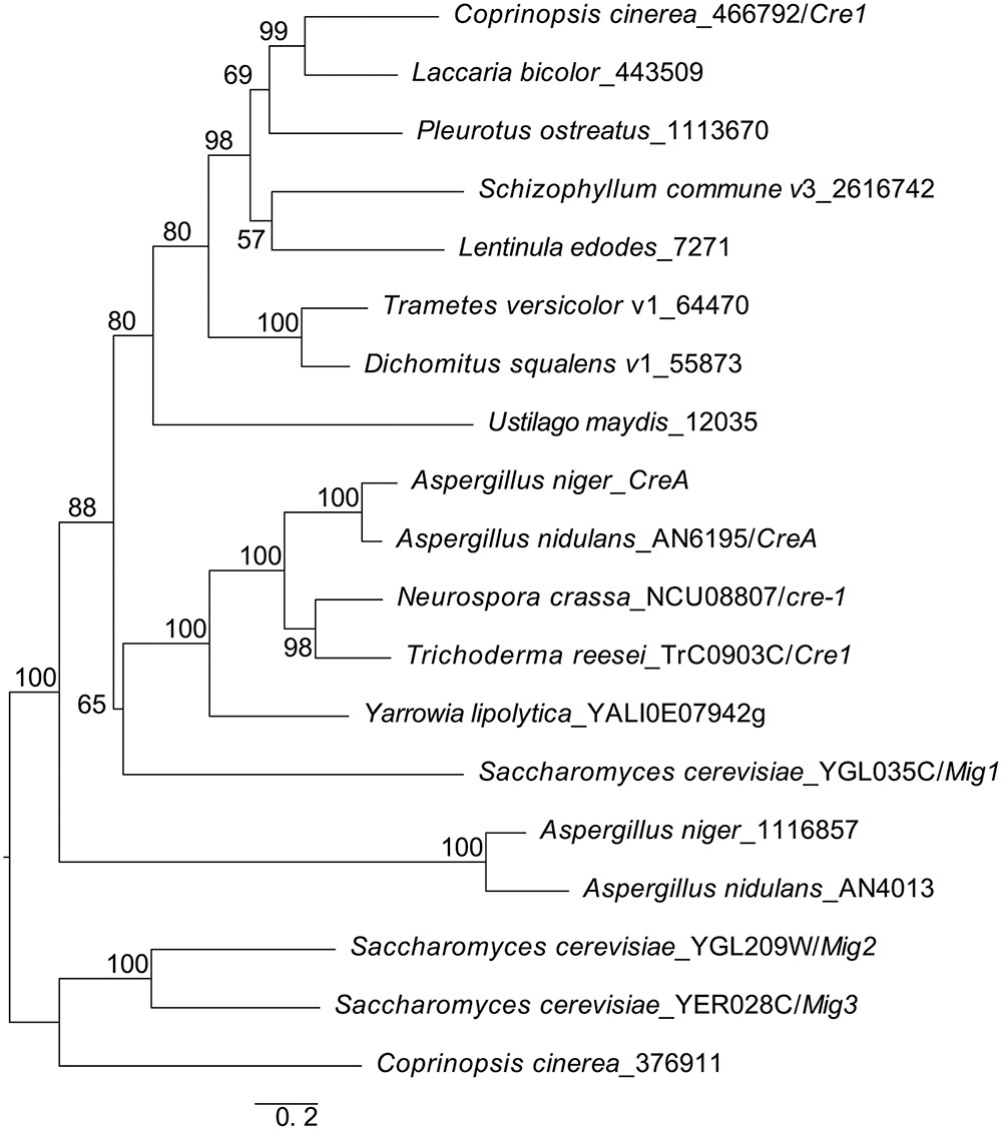
Maximum likelihood phylogenetic tree of C_2_H_2_ zinc finger transcription factors of selected filamentous fungi and yeasts. The tree reveals the monophyly of *C. cinerea* Cre1 (466792/Cre1) with experimentally characterized members of the family, including S. cerevisiae Mig1, A. niger CreA, A. nidulans CreA, N. crassa Cre-1, and of *T. reesei* Cre1. The numbers next to branches represent the bootstrap support values. JGI protein IDs are given for each protein used in the analysis.

### Preassembled Cas9 RNPs together with a split-marker DNA repair cassette increases the number of transformants.

*C. cinerea* protoplast transformation using preassembled Cas9 RNPs together with a split-marker DNA repair cassette was compared with the split-marker DNA repair cassette alone method. We observed that the number of transformed colonies increased when RNPs were added together with the split-marker cassette compared with the split-marker DNA repair cassette alone transformation. Transformation with the split-marker DNA cassette alone yielded 78 colonies, whereas RNPs together with the split-marker DNA cassette in the same experiment yield 523 colonies within 5 days after transformation. Later, 96 colonies (48 from each method) were screened for deletion of the *C. cinerea cre1*.

### Identification of the *C. cinerea cre1* gene deletion strains.

We used the three PCR screening methods described in the experimental procedures to identify deletion strains among the putative transformants (Fig. S1). Using screening method 1, replacement of the target gene by the *pab1* marker cassette can be detected by the difference in the size of the PCR amplicon compared to wild type fungal strain (Fig. S2A and B). Screening method 2 is expected to show that true *cre1* deletion strains do not amplify the native *C. cinerea cre1* locus (Fig. S2C and D). Considering the above two screening methods, three strains, 43, 78, and 91, were selected for confirmation by DNA sequencing. All three strains were generated using the split-marker DNA repair cassette together with Cas9 RNPs. Final confirmation of the three deletion mutants by screening method 3 was performed by sequencing the upstream (UP) and downstream (DW) fragments as explained in the experimental procedures. The UP and DW DNA fragments amplified from all three deletion strains and their DNA sequencing results were aligned with the *C. cinerea cre1* gene locus or the para-aminobenzoic acid (PABA) transformation cassette are shown in Fig. 2A to C.

**FIG 2:**
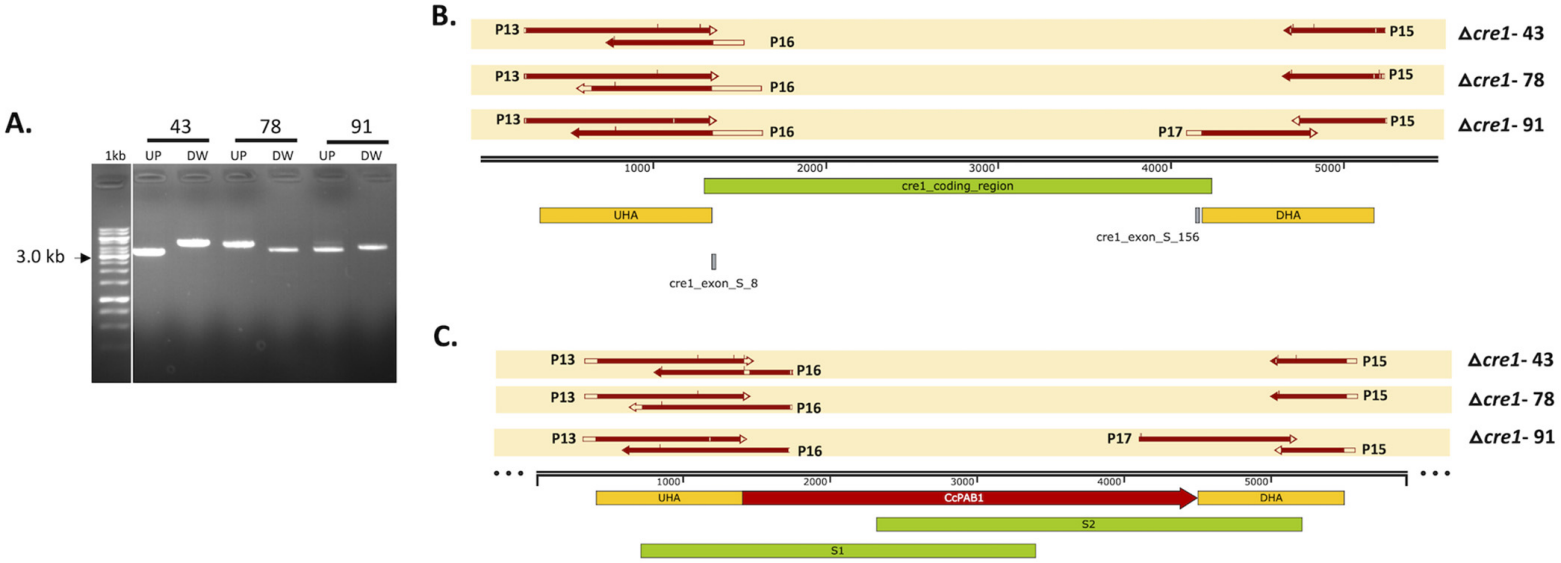
Confirmation of the *C. cinerea cre1* mutants by PCR amplification and DNA sequencing of the *pab1* marker gene along with the flanking region. PCR amplification of the upstream (UP) and downstream (DW) DNA fragments from the genomic DNA of the selected strains (43, 78, and 91) using specific primers (A). The reads from DNA sequencing of UP and DW PCR amplified fragments were aligned with the *C. cinerea cre1* gene locus (B) and the PABA transformation cassette (C). UP and DW are the DNA fragments used for DNA sequencing with primers P13, P16, P17 and P18, as described in the experimental procedures. UHA, homology arm; DHA, downstream homology arm; CcPAB1, *pab1* selection marker gene, cre1_coding_region, *C. cinerea cre1* gene locus; cre1_exon_S_8 and cre1_exon_S_156, positions of sgRNA binding.

The results of DNA sequencing of the UP fragment using the P13 primer for all three deletion strains Δ*cre1*-43, Δ*cre1*-78, and Δ*cre1*-91 were aligned to the upstream homology arm (UHA). It shows that the UP fragment amplified (Fig. 2A) for all strains is from the *C. cinerea cre1* gene locus. Similarly, DNA sequencing reads of the UP fragment with the P16 primer aligned to the PABA gene but not to the *C. cinerea cre1* gene. This means that the PABA transformation cassette replaced the *C. cinerea cre1* gene locus in all three transformants. Similarly, the results of DNA sequencing of the DW fragment with the P15 primer aligned to downstream homology arm (DHA), confirming the position of the DW fragment at the *C. cinerea cre1* gene locus for all three deletion strains. DNA sequence data obtained with the P17 primer aligned to the PABA gene in the Δ*cre1*-91 deletion strain, but good sequencing results could not be obtained for the Δ*cre1*-43 and Δ*cre1*-78 mutants (Fig. 2B and C). DNA sequencing of the UP and DW fragments amplified from the genomic DNA of the mutants and their alignment to the *cre1* PABA transformation cassette showed integration of the PABA gene into the *C. cinerea cre1* locus (Fig. 2B and C). Our results show that all three selected strains (Δ*cre1*-43, Δ*cre1*-78, and Δ*cre1*-91) can be considered *C. cinerea* mutants. Only mutants Δ*cre1*-43 and Δ*cre1*-91 were used for further analysis.

Although we performed very stringent PCR screening for the identification of the clean mutants, it was later found that the genomic DNA of both mutants gave PCR amplification of the small *C. cinerea cre1* gene fragment at a high number of PCR cycles using two gene internal primers (P18 and P19). Even after oidiation of the mutant strains, the PCR DNA band persisted. We hypothesized this was because of variation in the recombination event of the PABA split-marker cassette and due to differences in functionality of the two RNPs, but this needs further investigation. Despite this uncertainty, we are confident that Δ*cre1*-43 and Δ*cre1*-91 represent *C. cinerea cre1* gene deletion mutants, which is confirmed by the results of Quant-Seq analysis (see below).

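Quant-Seq, which sequences the 3′ ends of polyadenylated transcripts, was carried out on 3 wild-type cultures, 2 Δ*cre1*-43 cultures and 2 Δ*cre1*-91 cultures, and the deposited counts of reads assigned to *cre1* were examined first. The *cre1* gene (protein ID 466792) lies on scaffold 250 of the *C. cinerea* Amut1Bmut1 *pab1-1* v1.0 genome, from position 3218 to 6556 on the forward strand. It has 4 coding exons, at 3218 to 3230, 3487 to 3596, 3649 to 3963 and 4126 to 6156, and the last is followed by a 400-bp overhang that was counted with the gene. No other gene model overlaps it. Reads were assigned to *cre1* in all 7 libraries, 94.5, 81 and 122 in the wild type, 58 and 69 in the libraries labelled Δ*cre1*-43, and 67 and 49 in those labelled Δ*cre1*-91. Scaled for library size, these were 9.30 ± 1.80 CPM in the wild type (SD, n = 3), 8.44 ± 0.39 in the libraries labelled Δ*cre1*-43 (SD, n = 2) and 7.38 ± 1.58 in those labelled Δ*cre1*-91 (SD, n = 2). Relative to the wild type, the log2 fold change of *cre1* was -0.14 (standard error 0.27, adjusted P = 0.851 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) under the first label and -0.33 (standard error 0.27, adjusted P = 0.495 from the same edgeR test) under the second. Over the 4 mutant libraries together, the ratio to the wild type was 0.850, with a 95% confidence interval from 0.605 to 1.19, and 35 splits of the 7 libraries gave P = 0.4 in a two-sided exact permutation test. When each library was left out in turn, the log2 fold change ranged from -0.25 to 0.024 for Δ*cre1*-43, where it was positive without wild-type replicate 3, and from -0.60 to -0.13 for Δ*cre1*-91, where it was lowest without Δ*cre1*-91 replicate 1. A reduction of *cre1* was thus not detectable in these 7 libraries, and the mutant samples are therefore named by their labels throughout. The counts are per gene and do not separate reads in the coding exons from reads in the overhang. By themselves they cannot test the deletion, for which the paper gives PCR and sequencing of the locus.

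**Figure D1:**
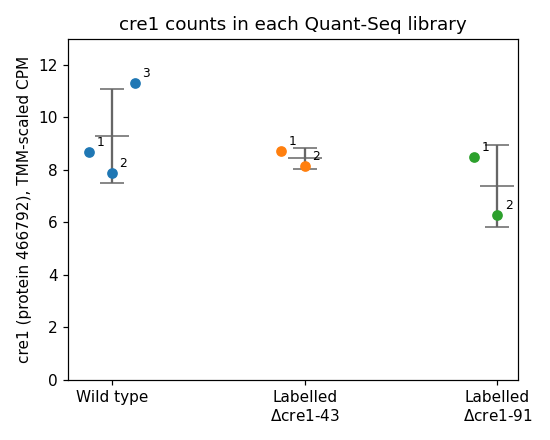
Scaled *cre1* counts (TMM-scaled CPM, linear axis from 0) in each of the 7 Quant-Seq libraries, with replicate numbers beside the points and the group mean ± SD as bars. The 2 libraries labelled Δ*cre1*-43 lie within the range of the wild-type libraries, as does 1 of the 2 labelled Δ*cre1*-91.

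The neighbouring gene models lie on the reverse strand. Protein 518081, from 112 to 733, had counts of 0, 0 and 0.5 in the wild type, 5 and 9.75 under the label Δ*cre1*-43, and 5 and 0.5 under the label Δ*cre1*-91, with a fraction of a read in 3 of the 7 libraries. It was at least 3.42-fold higher than the wild type in the libraries labelled Δ*cre1*-43 (edgeR adjusted P = 0.0222, both libraries above every wild-type library), a call that was not made when any 1 of the wild-type libraries was left out, and it was not called for Δ*cre1*-91 (edgeR adjusted P = 0.131). Protein 491156, from 8301 to 10416, had log2 fold changes of 0.073 and -0.16 (standard errors 0.36 and 0.37), which limma voom and the fit without Δ*cre1*-43 replicate 1 turned negative for the first label.

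**Figure D2:**
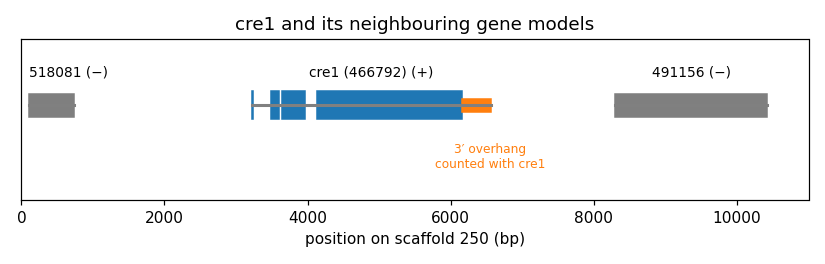
Gene models around *cre1* on scaffold 250, drawn to scale in bp with the strand in parentheses. Blue blocks are the 4 coding exons of *cre1*, the orange block is the 400-bp overhang counted with it, and grey blocks are the whole models of the neighbours, 518081 and 491156.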

### *C. cinerea cre1* knockout slightly affects vegetative growth but not fruiting body formation.

We grew wild type and deletion strains on media containing glucose, hay, lignin, and poplar sawdust. Of these, *C. cinerea* grew well on glucose- and hay-containing media, whereas on lignin and poplar sawdust, the colonies were loose and cobweb-like, indicating that these are suboptimal conditions for the fungus. On glucose-, sawdust-, and lignin-containing media, the wild-type strain grew slightly faster, while on media containing hay, the Δ*cre1* strains had a slight advantage (Fig. 3A). As hay is closest to the natural substrate of *C. cinerea*, we think the faster growth of the Δ*cre1* strains on hay may be attributable to derepressed cellulase and hemicellulose-encoding genes allowing the fungus to utilize hay faster than the wild type, which first had to restructure gene expression.

**FIG 3:**
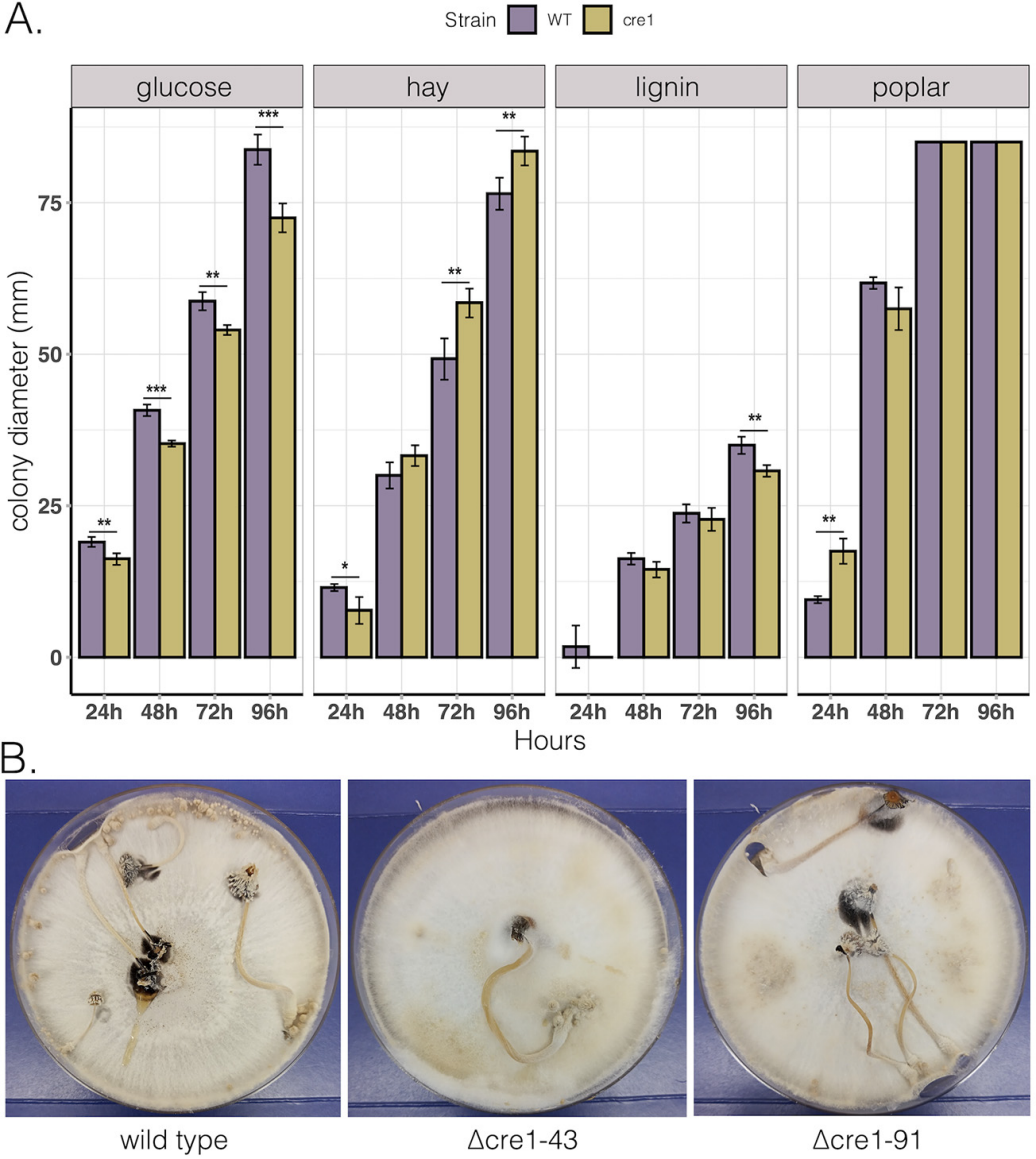
Phenotyping of wild type and *C. cinerea cre1* mutants. (A) Growth rate, as measured by colony diameter on media containing glucose and lignocellulosic plant biomass. By 72 h on poplar sawdust, the colonies reached the edge of the plates (albeit forming very loose, cobweb-like mycelia); therefore, bars are truncated on the plots. *, *P* < 0.05; **, *P* < 0.01; ***, *P* < 0.001. (B) Development of fruiting bodies in Coprinopsis cinerea (AmutBmut *pab1*) wild-type strain and Δ*cre1*-43 and Δ*cre1*-91 deletion strains after 14 days on YMG medium.

Both deletion strains Δ*cre1*-43 and Δ*cre1*-91 developed normal fruiting bodies on yeast/malt extract glucose (YMG) medium like the wild-type strain; no change was observed (Fig. 3B).

### Carbohydrate metabolism is broadly affected in *cre1* mutants.

In the Quant-Seq data for the *C. cinerea cre1* mutant and wild-type samples, approximately 74 to 94% of the reads were uniquely mapped to the *C. cinerea* genome (Table S5). 

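Mycelium was grown for 84 h at 28°C on YMG medium with 0.2% glucose, and RNA was taken from 3 replicates of the wild type and 2 of each mutant. The authors trimmed the reads, mapped them with STAR and assigned them with featureCounts to the coding sequence of each gene model, extended at its 3′ end by 400 bp. The deposited table is not normalized and lists 13439 genes with a count and 803 with none in any library. The wild-type libraries hold 10551263, 10196878 and 10784958 assigned counts, the libraries labelled Δ*cre1*-43 6232853 and 8459151, and those labelled Δ*cre1*-91 8514379 and 7977328. The paper's Table S5 gives 10216278 to 13537468 raw reads per library; the values here rest on the assigned counts, and by these the mutant libraries are less deep than each wild-type library. The share of raw reads that mapped uniquely, from the same table, was 93% to 94.75% in the wild type. It was 74.48% to 80.01% in the mutant libraries, so that this share and the genotype cannot be told apart. Of all values in the table, 20.3% are not whole numbers, as is left when a read is divided among several places or models, a step that the text of the paper does not describe. These are estimated counts, and they were rounded to whole numbers before the tests. The strand used in counting is not stated in the text, and 8476 gene models overlap another one, 5390 of them on the opposite strand, so that the reads of such genes are uncertain. Counts were scaled with edgeR's TMM factors and tested in one model of all 7 libraries, without a filter on low counts, by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over all genes of the table. A gene was called when the adjusted P value was at most 0.05 and the expression differed at least 2-fold. Replicates of one strain differed by more than the sampling noise, with a chi-square of 12.5 to 21.5 per degree of freedom, and no library was a copy of another. For a group at 3 counts or fewer in every library, which is 0.277 to 0.451 CPM by library, the fold change is given as a lower bound. This bound is taken from group means without their spread and is not a confidence limit.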

We analyzed the effects of *C. cinerea cre1* deletion on the transcriptome. The differentially expressed genes in both mutants are listed in Table S3 and S4. In the Δ*cre1*-43 and Δ*cre1*-91 mutants, 938 and 1,081 genes, respectively, were significantly differentially expressed (*P* ≤ 0.05, fold change (FC) > 2) compared to wild-type strains. 

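With edgeR's quasi-likelihood test, 993 genes, or 6.97% of all genes, were called in the libraries labelled Δ*cre1*-43, and 1185, or 8.32%, in those labelled Δ*cre1*-91. In at least 1 of the 2 mutants 1507 genes, or 10.6%, were called. The alternative that moved these counts most was to drop the fold-change limit, with which 1188 genes were higher and 990 lower for Δ*cre1*-43, and 1317 higher and 1191 lower for Δ*cre1*-91. Of the genes called in either mutant, 848 have a model that overlaps another one.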

The data show that 592 genes were common to both mutants. 

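Called in the same direction in both comparisons were 671 genes, and 0 were called in opposite directions, although 13 genes went opposite ways at an unadjusted P below 0.05 in both. Both mutants were compared with the same 3 wild-type libraries, which alone gives shared calls: in 40 simulations of unchanged mutants the number of shared calls had a median of 0 and a maximum of 2. Another 836 genes were called in 1 mutant only. In the other mutant, 794 of these had a change of the same sign, and the direct contrast between the mutants called 18 of them as different.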

In the Δ*cre1*-43 mutant, 658 genes were upregulated and 280 genes were downregulated, whereas in the Δ*cre1*-91 mutant, 682 genes were upregulated and 399 genes were downregulated. Of these, 401 and 191 genes are commonly up- and downregulated in Δ*cre1*-43 and Δ*cre1*-91, respectively.

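Under the label Δ*cre1*-43, 686 genes were higher and 307 lower than in the wild type, and under the label Δ*cre1*-91, 708 were higher and 477 lower. Higher genes made up 69.1% and 59.7% of the calls. This direction rests on the sample labels and on the paper's PCR and sequencing of the strains. The *cre1* counts could not test it, since overhang reads were counted with the gene and no reduction was detectable. With scaling by library size only, the split under the label Δ*cre1*-91 was 622 higher and 617 lower, or 50.2% higher.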

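The genes called in both mutants comprised 455 higher and 216 lower ones. Ranked by the mean of the 2 fitted log2 fold changes among genes with at least 10 counts in each mutant library, protein 394254 (GH152, scaffold 38, 14743 to 16493) came first, rising from 0.343 ± 0.137 CPM in the wild type (SD, n = 3) to 63.4 ± 24.2 (SD, n = 2) under the label Δ*cre1*-43 and 95.0 ± 0.853 (SD, n = 2) under the label Δ*cre1*-91. Its log2 fold changes were 7.47 and 8.05 (standard errors 0.32 and 0.32, edgeR adjusted P = 6.83e-12 and 2.37e-12). Protein 368921 (CBM1 with GH10, scaffold 79) had at most 2 counts in a wild-type library and was at least 69.4-fold and 38.3-fold higher; its model overlaps one on the opposite strand. Protein 382347 (AA9, scaffold 438) had 1 count in each wild-type library and was at least 84.6-fold and 56.3-fold higher. In the same ranking among genes with at least 10 counts in each wild-type library, the phosphate transporter gene 443129 (scaffold 244, 3074 to 5620) fell most, from 490 ± 163 CPM (SD, n = 3) to 8.98 ± 8.03 and 9.93 ± 1.56 (SD, n = 2 each), with log2 fold changes of -5.73 and -5.62 (standard errors 0.44 and 0.44, edgeR adjusted P = 2.36e-08 and 2.42e-08). Without Δ*cre1*-43 replicate 1 or 2 the first became -5.06 or -7.22. Proteins 468140 (-5.17 and -4.39) and 501710 (-4.12 and -5.10) fell next most on the log2 scale; for 468140 the first value was -5.89 or -4.65 without Δ*cre1*-43 replicate 1 or 2, and for 501710 the second was -5.49 without Δ*cre1*-91 replicate 1. The models of 443129 and 501710 each overlap one on the opposite strand. For these 6 genes all 4 mutant libraries lay outside the range of the 3 wild-type libraries.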

Significantly enriched gene ontology (GO) terms were identified for the differentially expressed genes separately for both mutants separately for the up- and downregulated genes. The enriched GO terms largely overlapped between the two mutants, indicating similar transcriptomic changes after deletion of *C. cinerea cre1* (Table S6). 

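Gene ontology terms were not tested here. Over the 9298 genes with a mean above 1 log2 CPM, the log2 fold changes of the mutants correlated with r = 0.859, and 79.5% had the same sign; this correlation is across genes, which are not independent replicates. Because both comparisons use the same wild-type libraries, unchanged simulated mutants already gave r = 0.374 (0.345 to 0.400 in 40 simulations) and 62.6% with the same sign (61.4% to 63.9%). In a principal component analysis of the 7 libraries the first component, with 62.1% of the variance, separated the wild type from all 4 mutant libraries, and the next, with 11.9%, separated the mutants from each other. The direct contrast between the mutants called 35 genes, 25 of them higher under the label Δ*cre1*-43 and 10 lower, and 1594 genes had an unadjusted P below 0.05. Over the alternatives this count ranged from 0 to 106: it was 0 with limma voom and after filtering low counts (1959 and 1408 genes at an unadjusted P below 0.05) and 106 with scaling by library size only, and it fell to 5 without wild-type replicate 2 and rose to 105 without wild-type replicate 3. Its smallest P values were those of proteins 443233 (log2 difference -1.80, standard error 0.23, edgeR adjusted P = 0.00303), 410774 (3.06, standard error 0.47, edgeR adjusted P = 0.0126) and 437532 (2.20, standard error 0.34, edgeR adjusted P = 0.0126), and none of these 3 passed with limma voom or after filtering low counts. For each of the 3, both libraries labelled Δ*cre1*-43 lay outside the range of the wild type.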

Common enriched terms in the upregulated genes of *C. cinerea cre1* mutants showed a clear signal for processes related to carbohydrate metabolism (e.g., carbohydrate/organic/primary metabolic process, carbohydrate/cellulose/polysaccharide binding, hydrolase activity, and extracellular region) (Table S6). Interestingly, the upregulated genes of the *C. cinerea* Δ*cre1*-91 mutant were also enriched in terms related to transcription initiation and protein-DNA complex, which was not the case for the Δ*cre1*-43 mutant. GO terms related to arabinose metabolism and oxidoreductase activity were enriched only in the Δ*cre1*-43 mutant. Among the downregulated genes, oxidoreductase activity, iron binding, transmembrane transporter activity, extracellular space, and membrane-related terms were commonly enriched in both mutants. GO terms of interest related to G protein-coupled receptors (GPCR) can be observed in both mutants, whereas terms related to amino acid metabolism are mainly enriched in the Δ*cre1*-91 mutant (Table S6).

### Plant cell wall degrading CAZyme genes are broadly upregulated in *cre1* mutants.

We analyzed the differentially expressed genes of Δ*cre1*-43 and Δ*cre1*-91 mutants for the presence of genes encoding CAZymes. Of the 485 CAZymes in *C. cinerea*, we found that 101 and 102 were differentially expressed in the Δ*cre1*-43 and Δ*cre1*-91 mutant strains, respectively. Of these, 80 CAZymes were upregulated in each of the strains and 69 were common to both. In addition, 21 and 22 were downregulated in the Δ*cre1*-43 and Δ*cre1*-91 mutants, respectively, of which 13 were common. We classified CAZymes by their main substrate into groups acting on plant cell wall-degrading (PCWDE) and fungal cell wall (FCW) CAZymes according to Sahu et al. (44).

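Of the 82 genes that Table S7 lists as PCWDE, 80 were called in at least 1 of the mutants when P values were adjusted over all genes, and 82 when they were adjusted over the list alone. Of the 19 FCW genes it lists, 19 were called either way. The study chose these genes from the same libraries, so that the count adjusted over the list alone is not independent evidence. Of the PCWDE genes, 46 have a model that overlaps another one, as do 12 of the FCW genes.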

Among the differentially expressed genes in the *C. cinerea cre1* mutants, 82 genes were related to PCWDEs, 19 genes to FCW, and 20 genes to neither PCWDE nor FCW. Overall, 35.49% (82/231) PCWDE genes, 17.92% FCW genes (19/106), and 12.82% (20/156) non-PCWDE and non-FCW genes were differentially expressed in the *C. cinerea cre1* mutants. This indicates that PWCDEs are enriched among the differentially expressed CAZymes.

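Among the 82 PCWDE genes, 62 were higher in the libraries labelled Δ*cre1*-43 and 56 in those labelled Δ*cre1*-91; 65 were higher in at least 1 of these mutants and 53 in both. Over the alternatives the first count ranged from 57 to 63 and the second from 53 to 61. Adjusted over the list alone, 64 and 59 were higher. The median log2 fold change of the list was 2.41 and 2.26, or 2.21 and 2.16 with the 7 genes that had 3 or fewer counts in every wild-type library set to their lower bound. No gene of the list changed its sign under the other 3 scalings of the libraries. In the direct contrast between the mutants, 0 of the 82 were called, while 32 had an unadjusted P below 0.05.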

We found a total of 67 upregulated PCWDE genes, of which 53 genes are commonly upregulated in both mutants (Fig. 4A; Table S7). In terms of predicted substrate, cellulase-encoding genes were dominant in both mutants, followed by hemicellulase and pectinase encoding genes (Fig. 4A). 

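By the components that Table S7 assigns, 42 genes act on cellulose alone or with other components, expansins left out. Of these, 40 were higher in at least 1 mutant, 38 in the libraries labelled Δ*cre1*-43 and 38 in those labelled Δ*cre1*-91, and their median log2 fold changes were 3.26 and 3.02 (3.18 and 2.90 with genes near 0 counts in the wild type set to their lower bound). Hemicellulose is named for 37 genes, 29 of which were higher in at least 1 mutant and 8 lower. Pectin is named for 11 genes, all 11 of them higher under the label Δ*cre1*-43 and 9 under the label Δ*cre1*-91; 0 were lower, also at an unadjusted P below 0.05. Genes assigned to several components are counted in each. No gene of these groups changed its sign under the other 3 scalings.

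**Figure D3:**
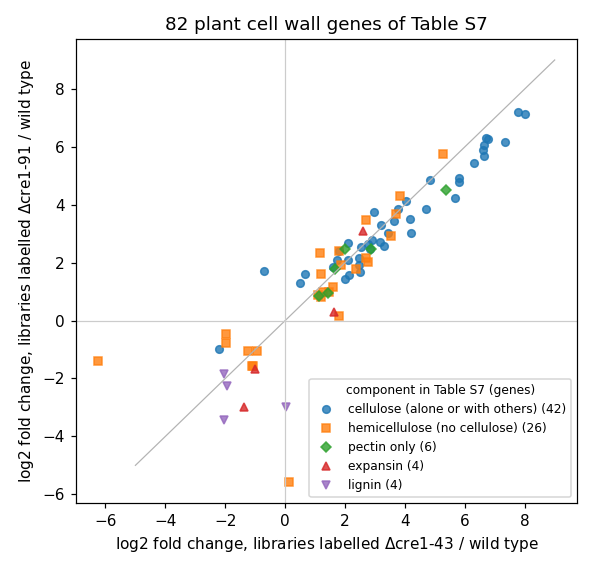
Log2 fold change of the 82 PCWDE genes against the wild type in the libraries labelled Δ*cre1*-43 (horizontal axis) and Δ*cre1*-91 (vertical axis), 1 point per gene, with the component of Table S7 as colour and shape and the diagonal marking equal change. The 42 cellulose genes reach furthest to the upper right and the 4 lignin genes lie at or below 0 on both axes, except 501548 at 0.023 on the horizontal axis; fitted values of genes near 0 counts in 1 group, such as the points beyond -5, have no reliable size.

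In its discussion the paper proposes from the raised expression of these genes in the presence of glucose that they are repressed, directly or indirectly, by Cre1.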

We found no gene predicted to be related to lignin degradation among the upregulated ones, though it should be noted that as a litter decomposer, *C. cinerea* possesses fewer lignin-related genes than white rot fungi (21). 

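In at least 1 of the mutants, 15 PCWDE genes of Table S7 were called lower, 10 of them in the libraries labelled Δ*cre1*-43, 11 in those labelled Δ*cre1*-91 and 6 in both. Besides the lignin-related genes they comprised 8 genes assigned to hemicellulose, 1 AA9 gene and 2 expansins.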

Fifteen PCWDE genes were downregulated (Fig. 4A and B; Table S7). These included four predicted lignin-modifying enzyme genes (LMEs), one class II peroxidase (AA2, protein ID: 446928) and three multicopper oxidases from the AA1 family (Table S7).

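The AA2 gene 446928 (scaffold 43, 51718 to 54091) fell from 234 ± 85.8 CPM in the wild type (SD, n = 3) to 60.9 ± 43.3 (SD, n = 2) in the libraries labelled Δ*cre1*-43 and 49.0 ± 14.9 (SD, n = 2) in those labelled Δ*cre1*-91. Its log2 fold changes were -1.95 and -2.25 (standard errors 0.36 and 0.36, edgeR adjusted P = 0.000787 and 0.000179). With edgeR's robust prior neither call was made, with limma voom the first was not, and without Δ*cre1*-43 replicate 1 or 2 the first value was -2.95 or -1.37. Its model overlaps another one. The AA1_1 gene 208308 was lower by -2.06 and -1.85 on the log2 scale (edgeR adjusted P = 0.00146 and 0.00222), from 5.56 ± 0.346 CPM in the wild type (SD, n = 3). The other AA1_1 genes had few reads. Protein 409847 had 30, 17 and 24 counts in the wild type, 4 in each library labelled Δ*cre1*-43, and 2 and 1 in those labelled Δ*cre1*-91, where it was at least 5.80-fold lower (edgeR adjusted P = 0.00402); the call for Δ*cre1*-43 (log2 fold change -2.03, edgeR adjusted P = 0.0436) was not made by DESeq2 or without any 1 of the wild-type libraries. Protein 501548 had 18, 15 and 18 counts in the wild type and was at least 4.18-fold lower under the label Δ*cre1*-91 (edgeR adjusted P = 0.0223), a call also not made without any 1 of the wild-type libraries, but it had 8 and 17 counts under the label Δ*cre1*-43 and a log2 fold change of 0.023, negative in the fits without Δ*cre1*-43 replicate 2 or wild-type replicate 2 and after thinning the libraries to equal size. The difference of 501548 between the mutants was not significant (edgeR adjusted P = 0.183). Apart from 501548 under the label Δ*cre1*-43, all mutant libraries lay below every wild-type library for these genes. None of the 4 genes was higher in a mutant, also at an unadjusted P below 0.05, where the count was 0.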

**FIG 4:**
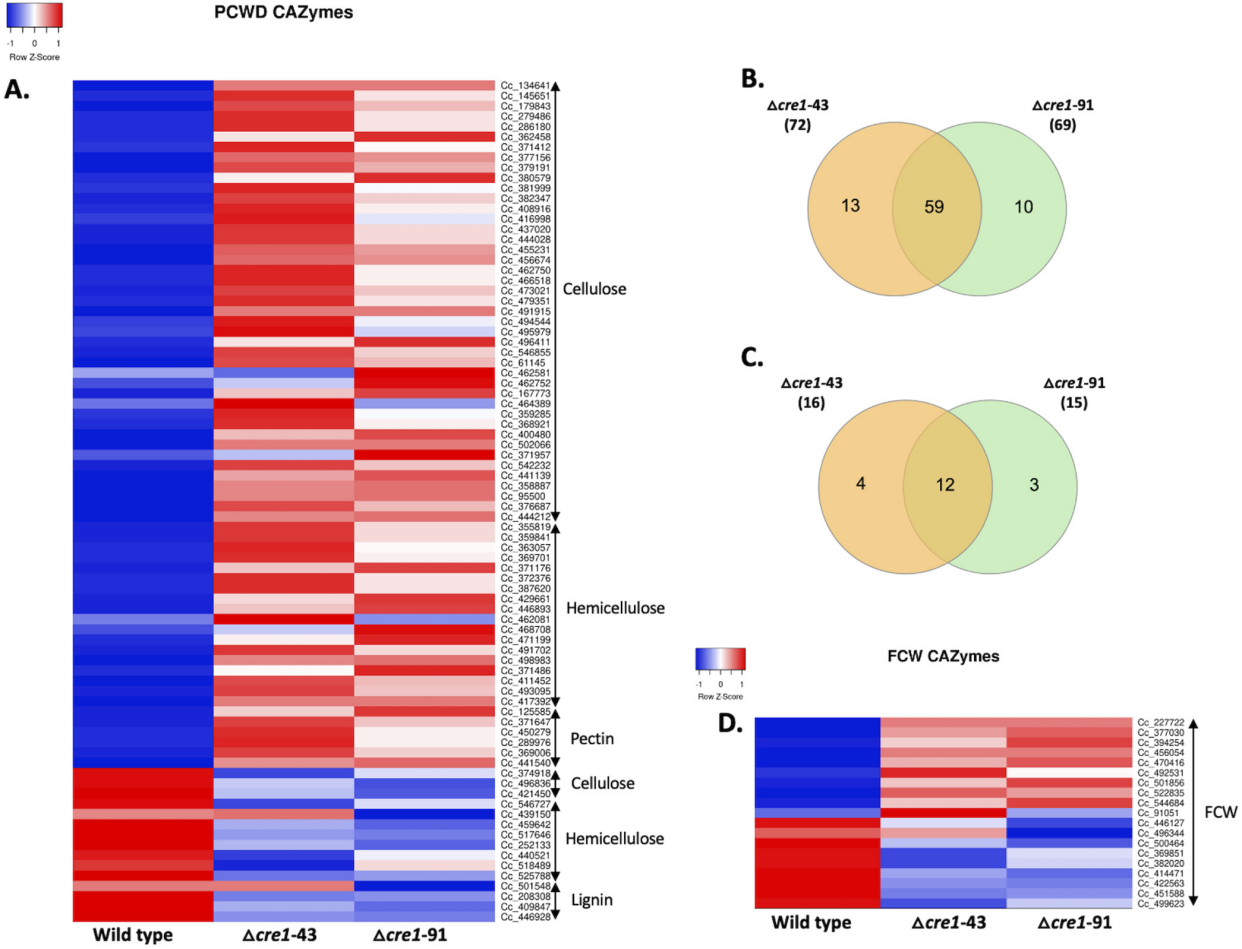
Differentially expressed CAZyme genes in the *C. cinerea* Δ*cre1*-43 and Δ*cre1*-91 mutants compared with the wild-type strain. (A) Heatmap showing the average CPM of differentially expressed plant cell wall degrading enzymes (PCWDEs) genes (JGI protein IDs) according to their main substrate of action (cellulose, hemicellulose, ppectin,and lignin) for the wild type, Δ*cre1*-43, and Δ*cre1*-91 mutants. (B and C) Venn diagram showing the common significantly differentially expressed PCWDE and FCW genes between the Δ*cre1*-43 and Δ*cre1*-91 mutants, respectively. (D) Heatmap showing the average CPM for the differentially expressed fungal cell wall (FCW)-related CAZyme genes (JGI protein IDs) for the wild type and Δ*cre1*-43 and Δ*cre1*-91 mutants.

Among the differentially expressed cellulose-related CAZymes, the Auxiliary Activity Family 9 (AA9) family and CBM1 domain-containing genes were most abundant. 

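The 15 AA9 genes of Table S7 were all called in at least 1 mutant. Higher were 14 in the libraries labelled Δ*cre1*-43 and 12 in those labelled Δ*cre1*-91, with 12 higher in both; at an unadjusted P below 0.05, 14 were higher in the latter. The median log2 fold changes were 3.32 and 3.45, or 2.54 and 2.71 with the 3 genes near 0 counts in the wild type set to their lower bound. The exception, protein 374918 (scaffold 166, 31966 to 33816), had 22, 19 and 19.5 counts in the wild type, 3.5 and 2 under the label Δ*cre1*-43, and 6 and 9 under the label Δ*cre1*-91. Its log2 fold changes were -2.21 (standard error 0.71, edgeR adjusted P = 0.0383) and -0.99 (standard error 0.61, edgeR adjusted P = 0.309), with all 4 mutant libraries below the wild type. Without Δ*cre1*-43 replicate 1 or 2 the first was -2.95 or -1.66, and without Δ*cre1*-91 replicate 2 the second was -1.31. The call was not made by DESeq2, after thinning or without any 1 of the wild-type libraries, and the contrast between the mutants gave no difference for it (edgeR adjusted P = 0.638).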

Fifteen AA9 genes were differentially expressed, which are predicted to encode proteins with copper-dependent lytic polysaccharide monooxygenase (LPMOs) activity, and interestingly, all were upregulated in the *cre1* deletion strains except one. 

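Of the 17 CBM1 domain-containing genes of Table S7, 16 were called higher, 15 in the libraries labelled Δ*cre1*-43 and 16 in those labelled Δ*cre1*-91, and 17 were higher in the latter when P values were adjusted over the list alone. Lower genes numbered 0, also at an unadjusted P below 0.05. Their median log2 fold changes were 3.42 and 3.28, and 2 of the genes were at 3 or fewer counts in every wild-type library. The models of 7 of the 17 overlap another one.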

We also found 17 CBM1 domain-containing genes among upregulated ones (none among downregulated); most of these were predicted to have enzymatic activities and belong to the GH5, GH10, GH11, GH30, GH62, and GH131 families. Other differentially expressed genes were found in glycoside hydrolase (GH) families, including GH1, GH3, GH5_22, GH6, and GH7. 

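The 4 expansin genes of Table S7 went both ways. Protein 167773 rose from 50.8 ± 0.350 CPM in the wild type (SD, n = 3) to 309 ± 143 and 431 ± 96.4 (SD, n = 2 each), with log2 fold changes of 2.60 and 3.08 (standard errors 0.22 and 0.22, edgeR adjusted P = 1.02e-07 and 9.04e-09) and all 4 mutant libraries above every wild-type library; without Δ*cre1*-43 replicate 1 the first was 2.03. Protein 464389 was not called in either mutant, with log2 fold changes of 1.62 (standard error 0.61, edgeR adjusted P = 0.0763) for Δ*cre1*-43 and 0.30 (standard error 0.68, edgeR adjusted P = 0.893) for Δ*cre1*-91, and counts of 10 and 25 in the 2 libraries labelled Δ*cre1*-43, so that the value was 1.03 without replicate 2; limma voom and the filter on low counts called the first, and thinning turned the second negative. Protein 421450 was lower by -1.01 and -1.67 (edgeR adjusted P = 0.000932 and 4.98e-06), the first so close to the fold-change limit that scaling by the upper quartile or by library size, the filter on low counts and the fits without wild-type replicate 2 or 3 left it uncalled. Protein 496836 was at least 5.58-fold lower under the label Δ*cre1*-91 (edgeR adjusted P = 0.0138, not called by limma voom or without wild-type replicate 1 or 2) and not called under the label Δ*cre1*-43 (log2 fold change -1.39, edgeR adjusted P = 0.195). For 421450 all mutant libraries, and for 496836 both labelled Δ*cre1*-91 and 1 of the 2 labelled Δ*cre1*-43, lay below every wild-type library. None of the 4 differed between the mutants in the direct contrast, where 1 had an unadjusted P below 0.05. The models of 167773, 421450 and 496836 each overlap one on the opposite strand.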

Two expansins were upregulated in the mutants, but two were also downregulated. Expansins have been suggested to be active on both the plant and the fungal cell wall (45). 

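Of the 19 FCW genes, 10 were called higher and 9 lower in at least 1 mutant. Each label alone gave 9 higher and 6 lower genes. Common to both were 8 higher and 3 lower genes. The log2 fold changes ranged from -2.64 to 7.47 in the libraries labelled Δ*cre1*-43 and from -2.89 to 8.05 in those labelled Δ*cre1*-91, the highest being the GH152 gene 394254. Protein 501856 (GH92) was higher under the label Δ*cre1*-91 and reached a log2 fold change of 1.04 under the label Δ*cre1*-43, where it was not called (edgeR adjusted P = 0.0699) except by limma voom, with or without rounding. The direct contrast between the mutants called 0 of the 19 genes, and 6 had an unadjusted P below 0.05.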

Among the 10 upregulated FCW genes, nine were upregulated in both mutants, while out of the nine downregulated FCW genes, only three were significantly downregulated in both mutants (Fig. 4C and D; Table S7).

### Multiple transcriptional factors are affected by the *cre1* deletion.

In total, we found 31 differentially expressed transcription factors in our Quant-Seq data of *C. cinerea cre1* mutants. Of the 31 transcriptional factors (TFs), 20 TFs were upregulated and 11 TFs were significantly downregulated in at least one of the mutants (Fig. 5B; Table S8). 

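Of the 31 TF genes of Table S8, 26 were called in at least 1 mutant over all genes tested, 16 higher and 10 lower, and 27 were called adjusted over the list alone, which is not independent evidence because the study chose the list on these libraries. Over the alternatives the number ranged from 22 to 31. Of the 31, 4 had 3 or fewer counts in every wild-type library, and 28 had a fraction of a read in at least 1 library.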

We identified 19 and 23 TFs significantly deregulated in Δ*cre1*-43 and Δ*cre1*-91, respectively. 

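In the libraries labelled Δ*cre1*-43, 12 TF genes were higher and 6 lower than in the wild type, and in those labelled Δ*cre1*-91, 14 were higher and 7 lower.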

Eleven differentially expressed TFs were common in both mutants, of which nine were upregulated and two were downregulated (Fig. 5A).

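Called in both mutants were 13 TF genes, 10 higher and 3 lower. In the direct contrast between the mutants 0 of the 31 were called, with 9 at an unadjusted P below 0.05, so that genes called in 1 mutant only are not shown to differ between the mutants.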

**FIG 5:**
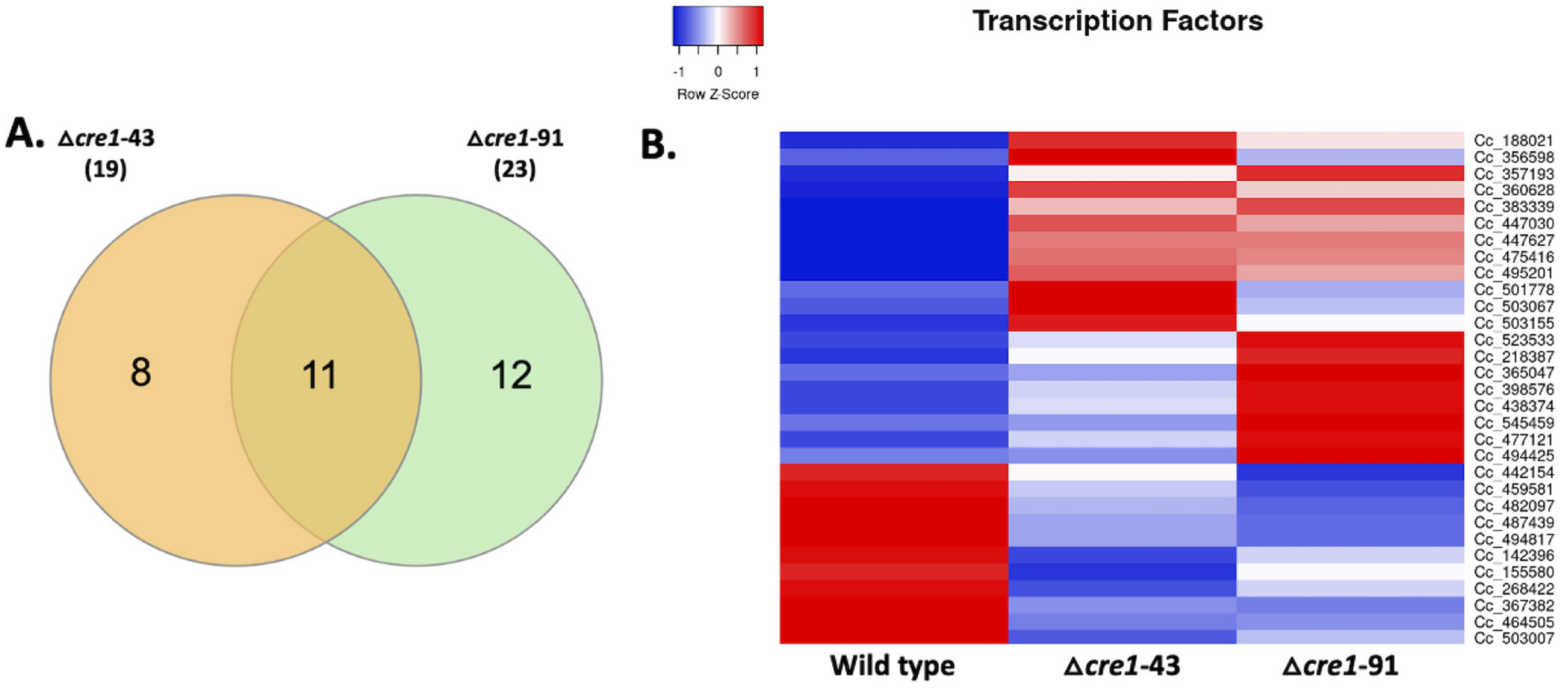
Differentially expressed transcription factor genes in the *C. cinerea* Δ*cre1*-43 and Δ*cre1*-91 mutants compared with the wild-type strain. (A) Venn diagram showing the common significantly deregulated genes between the Δ*cre1*-43 and Δ*cre1*-91 mutants. (B) Heatmap showing the average CPM of transcription factor genes for the wild-type strain and Δ*cre1*-43 and Δ*cre1*-91 mutants.

Genes encoding high-mobility-group box domain-containing proteins (HMG superfamily) were most abundant among the differentially expressed genes. 

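Table S8 lists 5 genes with an HMG box domain, of which 3 were called higher and 1 lower. Protein 188021 rose from 0.882 ± 0.171 CPM in the wild type (SD, n = 3) to 3.95 ± 0.571 and 2.68 ± 1.10 (SD, n = 2 each), with log2 fold changes of 2.14 and 1.59 (standard errors 0.47 and 0.49, edgeR adjusted P = 0.00370 and 0.0276); the call under the label Δ*cre1*-91 was not made without any 1 of the wild-type libraries. Proteins 545459 and 477121 were called under the label Δ*cre1*-91 only, with log2 fold changes of 0.17 and 1.13 (edgeR adjusted P = 0.848 and 0.0114) for the former and 0.68 and 1.43 (edgeR adjusted P = 0.0358 and 5.97e-05) for the latter. The call of 545459 was not made without wild-type replicate 1 or 3, and the first value of 477121 was 0.20 without Δ*cre1*-43 replicate 1 and 1.03 without replicate 2. Protein 142396 was lower by -1.42 and -0.76, called under the label Δ*cre1*-43 only (edgeR adjusted P = 0.00254 and 0.0696). Protein 268422 had 9, 5.25 and 6.33 counts in the wild type. It had 0.25 and 0 under the label Δ*cre1*-43 and 1.5 and 2 under the label Δ*cre1*-91. The wild-type mean was only 1.55-fold and 1.64-fold the floor of these groups. A fall was not called (edgeR adjusted P = 0.0631 and 0.534), but limma voom called it under the label Δ*cre1*-43, as did the edgeR fit without rounding. Apart from 545459 under the label Δ*cre1*-43, both libraries of each mutant lay beyond the wild-type range in the stated direction. The contrast between the mutants called 0 of the 5, with 2 at an unadjusted P below 0.05. The models of 188021, 545459 and 268422 overlap others.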

Five TFs containing the HMG box domain were differentially expressed, of which three were upregulated and two were downregulated. 

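The gene of protein 447627 lies on scaffold 5 from 18809 to 21742 on the reverse strand and has a fungal Zn(2)-C6 DNA-binding domain. It was at 22.9 ± 2.32 CPM in the wild type (SD, n = 3), 55.2 ± 2.46 in the libraries labelled Δ*cre1*-43 (SD, n = 2) and 54.7 ± 5.88 in those labelled Δ*cre1*-91 (SD, n = 2). The log2 fold changes were 1.27 and 1.26 (standard errors 0.17 and 0.17, edgeR adjusted P = 3.54e-05 and 3.01e-05), with all 4 mutant libraries above every wild-type library. Over the alternatives they ranged from 1.20 to 1.35 and from 1.11 to 1.37. Its model overlaps another on the same strand.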

We also found that the *C. cinerea* ortholog (protein ID: 447627) of the *S. commune roc1* transcription factor was significantly upregulated in both mutants. Roc1 was recently described as a regulator of cellulase genes in *S. commune* (46). Similarly, a heat shock factor-type gene (protein ID: 523533) related to the S. cerevisiae *skn7* transcription factor was upregulated in both mutants. In addition, the upregulation of an *Ecd* family gene (protein ID: 438374) that shares homology with the Schizosaccharomyces pombe *sgt1* and a DNA2/NAM7 helicase-like domain-containing transcription factor gene (protein ID: 447030) was observed in the data. 

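Protein 523533 (scaffold 360, 1179 to 3157) had few reads, 14, 10 and 13 in the wild type, 21 and 25 in the libraries labelled Δ*cre1*-43, and 39 and 55.4 in those labelled Δ*cre1*-91. Its log2 fold changes were 1.38 (standard error 0.42, edgeR adjusted P = 0.0290) and 2.36 (standard error 0.39, edgeR adjusted P = 0.000248), with all 4 mutant libraries above the wild type. DESeq2, thinning to equal library size and each fit without 1 wild-type library left the first uncalled, with adjusted P values from 0.0257 to 0.105 over all alternatives. The mutants did not differ in the direct contrast (log2 difference -0.97, edgeR adjusted P = 0.374). Its model overlaps another one.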

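The *Ecd* family gene 438374 (scaffold 125, 3806 to 8237) was at 19.2 ± 3.57 CPM in the wild type (SD, n = 3), 26.4 ± 1.16 in the libraries labelled Δ*cre1*-43 and 38.0 ± 2.31 in those labelled Δ*cre1*-91 (SD, n = 2 each). Its log2 fold changes were 0.46 (standard error 0.20, edgeR adjusted P = 0.138) and 0.99 (standard error 0.19, edgeR adjusted P = 0.00123), so that it was not called in either mutant, the second value lying just under the fold-change limit. It was called under the label Δ*cre1*-91 by limma voom with or without rounding, with upper-quartile scaling, with the filter on low counts, after thinning, without wild-type replicate 2 and without a fold-change limit, and the value ranged from 0.87 to 1.14. The direct contrast between the mutants was not significant (log2 difference -0.53, edgeR adjusted P = 0.342). Its model overlaps another one. Protein 447030 (scaffold 44, 66641 to 71221) was at 23.3 ± 1.51 CPM in the wild type and had log2 fold changes of 1.28 and 1.11 (standard errors 0.17 and 0.17, edgeR adjusted P = 3.99e-05 and 0.000152); without Δ*cre1*-91 replicate 1 the second was 0.90. For both genes all 4 mutant libraries lay above every wild-type library.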

The complete list of the transcription factors is given in Table S8.

### Major facilitator superfamily and oligonucleotide transporters are extensively deregulated.

In Quant-Seq data from *C. cinerea cre1* mutants, 54 genes encoding plasma membrane-associated transporter proteins showed a significant change in expression (Fig. 6A and B). Twenty-five and 29 of these genes were up- and downregulated, respectively (Table S9). 

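Of the 54 transporter genes of Table S9, 48 were called over all genes tested, 22 higher and 26 lower in at least 1 mutant, and 52 adjusted over the list alone. As with the other tables, the study chose this list on the same libraries, and the second count is not independent evidence. Under the label Δ*cre1*-43, 21 were higher and 23 lower, under the label Δ*cre1*-91, 18 were higher and 22 lower, and common to both were 17 higher and 19 lower. Over the alternatives between 43 and 54 genes were called. The direct contrast between the mutants called 0 of the 54, with 14 at an unadjusted P below 0.05.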

The most frequently differentially expressed family among these genes was the major facilitator superfamily (20 genes).

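All 20 major facilitator superfamily genes were called in at least 1 mutant, 12 higher and 8 lower, and 10 were higher and 7 lower in both. Their median log2 fold change was 1.03 in the libraries labelled Δ*cre1*-43 and 1.02 in those labelled Δ*cre1*-91. For 10 of the 20 the model overlaps another one.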

**FIG 6:**
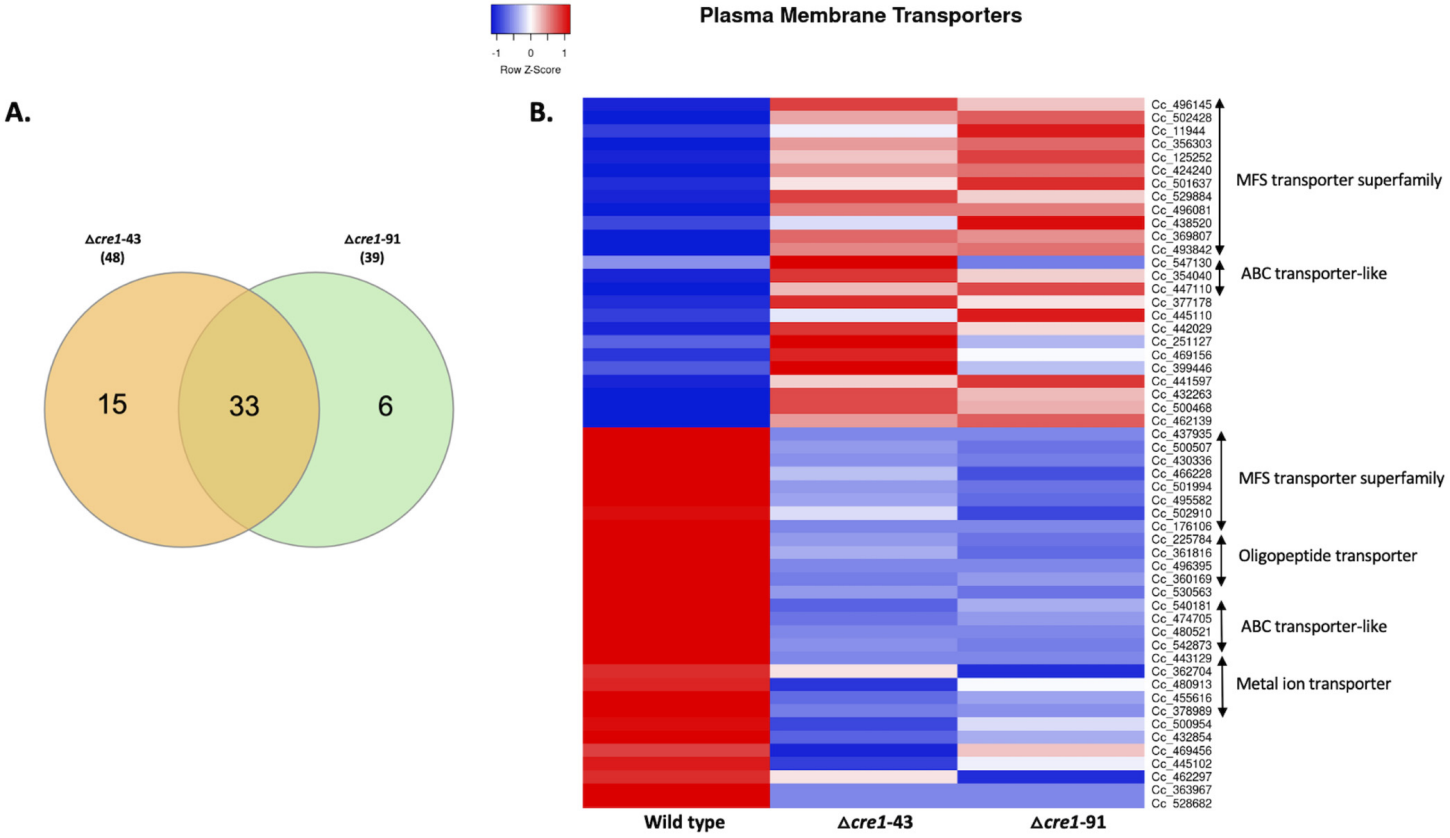
Differentially expressed plasma membrane transporter genes in the *C. cinerea* Δ*cre1*-43 and Δ*cre1*-91 mutants compared with the wild-type strain. (A) Venn diagram showing the common significantly affected plasma membrane transporter genes between Δ*cre1*-43 and Δ*cre1*-91 mutants. (B) Heatmap showing the mean CPM across replicates of differentially expressed plasma membrane transporter genes for wild type and Δ*cre1*-43 and Δ*cre1*-91 mutants.

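Each of the 4 oligopeptide transporter genes of Table S9 had a negative log2 fold change in both mutants and under each scaling. Protein 496395 was lowest, falling from 131 ± 38.7 CPM in the wild type (SD, n = 3) to 39.9 ± 0.203 and 38.6 ± 7.96 (SD, n = 2 each), with log2 fold changes of -1.71 and -1.76 (standard errors 0.23 and 0.23, edgeR adjusted P = 3.76e-05 and 2.17e-05). Protein 225784 was lower by -1.03 and -1.16 and protein 360169 by -1.16 and -1.03 (edgeR adjusted P = 0.00283, 0.000826, 0.000254 and 0.000585 in that order). Protein 361816 had -0.84 under the label Δ*cre1*-43, which is under the fold-change limit and was not called, and -1.12 under the label Δ*cre1*-91 (edgeR adjusted P = 0.00190 and 0.000123). Neither call of 225784 was made without wild-type replicate 1, its first call was also not made by limma voom or with upper-quartile or library-size scaling, and the second call of 360169 was not made with upper-quartile scaling. All 4 mutant libraries lay below every wild-type library for each gene. The models of 225784, 361816 and 360169 overlap others.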

In the Quant-Seq data, four genes containing InterPro domains related to the oligopeptide transporter superfamily were observed to be downregulated in *C. cinerea cre1* mutants. 

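Among the transporters of Table S9, 8 genes carry a phosphate, nickel/cobalt, potassium, chromate, acetate or zinc/iron transporter description, and 5 of them were called lower and 2 higher in at least 1 mutant. The lower ones included the zinc/iron permease 455616 (log2 fold change -1.64 in the libraries labelled Δ*cre1*-43 and -1.24 in those labelled Δ*cre1*-91) and the chromate transporter 378989 (-1.39 and -1.27), both called under both labels. The potassium channel 480913 was called under the label Δ*cre1*-43 only (-1.66 and -0.61) and the nickel/cobalt transporter 362704 under the label Δ*cre1*-91 only (-0.41 and -1.37). The 2 called higher were acetate transporters, proteins 399446 (3.70 and 2.16) and 441597 (1.30 and 1.69), while another acetate transporter, 500954, had at most 12 counts in a library and was called in neither mutant. None of the 8 differed between the mutants in the direct contrast, with 3 at an unadjusted P below 0.05.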

Several ion transporter-related proteins such as phosphate, nickel/cobalt, potassium, chromate, acetate, and zinc/iron permease genes were also downregulated (Table S9). In addition, several ABC transporter-like proteins, EamA domain, amino acid/polyamine transporter I, purine/cytosine permease, SH3-like domain superfamily, RTA-like protein, and STAS domain superfamily-related genes were also affected; the complete list is given in Table S9.

## DISCUSSION

In this study, we used a split-marker DNA repair cassette along with Cas9 RNPs to generate knockout strains of the carbon catabolite repressor *cre1* in the model mushroom C. cinerea and then assessed the transcriptional changes in the mutant strains. *C. cinerea* is a widely used model mushroom to study various molecular aspects of mushroom biology, including fruiting body development, sexual development, and sporulation (19, 20, 47–50). *C. cinerea* is also an efficient degrader of lignocellulosic plant biomass (51, 52). It is a litter decomposer fungus adapted to degrade herbaceous plant biomass (21).

Genetic transformation protocols exist for the transformation and gene deletion of *C. cinerea* (39, 53). The laborious cloning of plasmid-based DNA repair cassettes and low HR-mediated genomic integrations is a major obstacle to performing high-throughput gene deletion studies in *C. cinerea*. Gene deletion via split-marker DNA cassettes is commonly used for genetic studies in yeasts and filamentous fungi such as Fusarium oxysporum (32, 54), however, it has not yet been applied to *C. cinerea*. Here, we used a split-marker DNA transformation approach with or without *in vitro* assembled Cas9 RNPs. The results show that Cas9 RNPs with split-marker DNA repair cassettes increased the number of colonies more than six times compared to that without Cas9 RNPs. No *cre1* deletion strain was found among the examined transformants generated using the split-maker DNA cassette without Cas9 RNPs. The increase in the number of transformants and the identification of *C. cinerea cre1* deletion strains by using the split-marker DNA cassette with the Cas9 RNPs approach suggests that Cas9-mediated target-specific nicking may increase site-specific homologous recombination, which ultimately contributes to the integration of foreign DNA into the genome. Both Δ*cre1*-43 and Δ*cre1*-91 mutants showed integration of the *pab1* marker cassette into the *C. cinerea cre1* gene locus, demonstrating that the split-marker approach along with Cas9 RNPs is efficient for targeted gene deletion in *C. cinerea*.

On glucose-, sawdust-, and lignin-containing media, the wild-type strain grew slightly faster, while on media containing hay, the Δ*cre1* strains had a slight advantage (Fig. 3A). As hay is closest to the natural substrate of *C. cinerea*, we think the faster growth of the Δ*cre1* strains on hay may be attributable to derepressed cellulase and hemicellulose-encoding genes allowing the fungus to utilize hay faster than the wild type, which first had to restructure gene expression. Fruiting body formation is not significantly impaired in *C. cinerea cre1* deleted strains compared to wild-type strains. Further studies are needed to understand the role of *C. cinerea cre1* in fruiting body formation on different carbon sources.

We identified 658 to 682 upregulated and 280 to 399 downregulated genes in the two *cre1* mutants of *C. cinerea*; these showed a large overlap between the two independent mutants. It is important to note that these probably include genes both under direct and indirect control of Cre1 and assays of direct promoter binding (e.g., ChIP-Seq) will be necessary to distinguish between direct and indirect regulation. Nevertheless, the presence of both up- and downregulated genes suggests that Cre1 can act both as a repressor and an activator, respectively, consistent with previous reports (55–57). Differentially expressed genes also provide information on the potential regulon size of Cre1 in *C. cinerea*, which seems to be comparable to that reported in other species. In *T. reesei*, 815 and 697 genes were modulated by CRE1 in cellulose and glucose, respectively, and in Δ*cre1 T. reesei*, 905 genes were upregulated or downregulated in at least one of the conditions (56). For A. niger Δ*creA* mutant, 1,423 and 3,077 genes, around 12% and 26% of the total encoding genes, were differentially expressed on wheat bran and sugar beet pulp, respectively, at the early time point (57). In *Dichomitus squalens*, around 7% (1,042/15,295) of genes were repressed in glucose-containing medium (16).

The upregulated genes of *C. cinerea cre1* mutants were enriched for GO terms related to carbohydrate metabolism (Table S6), which was also evident in the analysis of PCWDE gene expression (Fig. 4). The upregulation of carbohydrate metabolism-related genes in *cre1* mutants is a phenotypic confirmation of the deletion of the *cre1* gene in *C. cinerea*. The role of the *cre1* gene in carbon metabolism, particularly in CCR, is already well-known for ascomycete fungi, but very little information is available for basidiomycetes (2, 6–8). Among the downregulated genes, it is interesting to see genes related to GPCR signaling; further studies can be performed to understand this. Previously, in A. nidulans it was suggested that trimeric G-proteins have a role in the CreA-independent regulation of CCR (10). The downregulation of genes with G protein-related GO terms in the mutants suggests that the *C. cinerea cre1* gene may be related to the normal expression of GPCR proteins in basidiomycetes. Oxidoreductase activity is also enriched in the downregulated genes of *C. cinerea cre1* mutants. Oxidoreductase activity might be related to auxiliary redox enzymes, which include LMEs (58–59). The GO terms affected in *cre1* gene deletion in various Ascomycota species are mainly carbohydrate metabolism, hydrolase activity, transporter activity, oxidoreductase activity, and membrane and transcriptional regulation (56–57), and similar GO terms were enriched in the *C. cinerea cre1* mutants as well. This indicates that the functional role of the *cre1* gene is conserved across phyla.

Our results indicated a broad upregulation of PCWDE-encoding CAZyme genes in the deletion strains even in the presence of glucose, suggesting that they are repressed either directly or indirectly by *C. cinerea* Cre1. This is consistent with the behavior of Cre1 orthologs in other species (2, 13, 14, 57), that is, repression of PCWDEs when the preferred carbon source, such as glucose, is present. In *P. ostreatus*, overexpression of *cre1* resulted in an increase in LMEs and a decrease in cellulose-degrading enzymes, whereas *cre1* knockout strains had a lower number of LMEs and slightly more carbohydrate-degrading enzymes (14). Our results also showed that cellulose-degrading enzyme genes were mostly upregulated, whereas LMEs are downregulated in *C. cinerea cre1* mutants. In the white rot basidiomycete *D. squalens*, glucose was reported to repress genes related to polysaccharide-degrading CAZymes and carbon catabolic genes (16). Similarly, glucose-induced reduction of cellulolytic enzyme expression was also shown in *P. ostreatus* (15). In our analysis, we show that deletion of *C. cinerea cre1* leads to upregulation of PCWDE CAZymes even in the presence of glucose. This suggests that the *C. cinerea cre1* gene is the main regulator of PCWDE expression during glucose-mediated CCR in the basidiomycete *C. cinerea*. Broadly, it can be concluded that *cre1*-mediated regulation of CAZymes in *C. cinerea* basidiomycetes is similar to that in ascomycetes.

Though, as a litter decomposer, *C. cinerea* has a somewhat reduced set of lignin-degrading enzyme genes compared to white rot species (e.g., *P. ostreatus*) (21); these genes were mostly downregulated in the *cre1* mutants. This suggests that genes encoding LMEs fall under a different regulation than cellulases, hemicellulases, and pectinases and is consistent with a recent analysis of the secretome of Cre1-deletion and overexpression strains in *P. ostreatus* (14). The regulation of LMEs in lignocellulose-degrading basidiomycetes thus appears to be different from that of cellulose/hemicellulose and pectin related genes and an interesting research avenue.

CreA in ascomycetes is known to exert its repressive effect on PCWDEs both directly and indirectly, through regulating and interacting with other transcription factors (13, 60). These transcription factors include ones specifically responsible for the activation of substrate-specific sets of enzyme-encoding PCWDEs, such as xylanases, cellulases, and pectinases (61–63). While several TFs regulating specific PCWDE genes have been described in ascomycetes, only a single gene, Roc1 of *S. commune* has been associated with cellulose degradation in the Basidiomycota (46). Our data revealed several transcription factors that are differentially expressed in *C. cinerea cre1* mutants, providing candidates for novel TFs related to plant biomass utilization.

The *C. cinerea* ortholog of Roc1 is upregulated in both independent *C. cinerea cre1* mutants. The *S. commune* transcription factor gene *roc1*, which is conserved among Agaricomycetes, was strongly upregulated in the cellulose-containing medium, and knockouts showed reduced growth on the cellulose medium, demonstrating its importance in regulating cellulose-degrading genes (46). ChIP-Seq analysis of *S. commune* Roc1 identified promoters of genes involved in lignocellulose degradation, particularly LPMOs (46). The upregulation of the *C. cinerea* Roc1 ortholog in *C. cinerea cre1* mutants may reveal a conserved link between the two transcription factors in regulating lignocellulose degradation.

We found that five putative transcription factors belonging to the HMG superfamily are deregulated in the *C. cinerea cre1* mutants. The HMG superfamily is a large and diverse group of chromosome-binding proteins that are mainly involved in transcriptional regulation, chromatin remodeling, DNA repair, replication, and recombination by altering chromatin architecture (64–66). In S. cerevisiae, a gene containing an HMG1 box domain encodes the mitochondrial histone protein Abf2p, which can be phosphorylated by the cAMP-dependent protein kinase; a strain with a defective *abf2* allele has severe effects on the regulation of mitochondrial DNA content during glucose repression (67). Deregulation of the HMG box superfamily in *C. cinerea cre1* deletion strains suggests that their interaction may control widespread gene regulation during CCR. Moreover, we also found a *C. cinerea* (523533) gene, which is reciprocal best blast hit to N. crassa *rrg-2* and S. cerevisiae *skn7* and was upregulated in both mutants. *Rrg-2*/*skn7* is a general stress regulatory transcription factor that affects diverse processes (68–69), including endoplasmic reticulum (ER) stress related to lignocellulase secretion (70). Whether the upregulation of the *C. cinerea* ortholog of *rrg-2* is the direct consequence of the deletion of *cre1*, or that of ER stress caused by the upregulation of PCWDEs remains to be investigated; nevertheless, these observations raise the possibility that ER stress also arises during lignocellulase secretion in the basidiomycetes.

Another widely conserved transcription factor in the *Ecd* family that shares homology with the S. pombe *sgt1* gene is upregulated in the *C. cinerea* Δ*cre1-91* mutant. S. pombe *Sgt1* regulates carbohydrate and amino acid metabolism (71). Although this group of transcription factors is functionally poorly known, *C. cinerea cre1*-mediated regulation of the *C. cinerea* ortholog of *sgt1* may be another way of controlling carbohydrate metabolism. Interestingly, a DNA2/NAM7 helicase-like putative transcription factor is also upregulated in both independent *C. cinerea cre1* mutants. The DNA2/NAM7 helicase-like protein is involved in unwinding DNA or RNA and affects DNA replication and transcription (72–74). Truncated *CRE1* (CRE1-96) in *T. reesei* (Rut-C30 strain) has been reported to upregulate the expression of helicase-like transcription factors (75). This suggests that helicases can be repressed by Cre1 to effectively orchestrate CCR in basidiomycetes. How the upregulation of this gene is linked to the deletion of *cre1* needs further investigation; we speculate it may be an indirect effect, which is spurred by the need for intense transcription in the hyphae.

Previously, CCR was reported in many fungal species to regulate the expression of the major facilitator superfamily (MFS) transporter genes (16, 57). In *D. squalens*, sugar transmembrane transporter activity was enriched in genes repressed on Avicel supplemented with glucose compared to Avicel alone (16). In N. crassa, Cre-1 has been shown to regulate not only PCWDEs and other TFs, but also sugar transporter genes that mediate the uptake of decomposition intermediates (60). Indeed, GO enrichment in the *C. cinerea cre1* mutants suggested that several genes related to transport were affected. These mainly included genes belonging to the major facilitator superfamily. It is known that proteins containing major facilitator superfamily and sugar/inositol-like domains are mainly involved in the transport of simple sugars, oligosaccharides, drugs, amino acids, nucleosides, organic alcohols, and acids (76–77). The deregulation of several transporters in our data suggest that they may be under the control of *C. cinerea* Cre1 to regulate the transport of specific sugars, peptides, and various ions during CCR.

Finally, our results support that the use of preassembled Cas9 RNPs together with a split-marker DNA repair cassette is an efficient approach for gene deletion in *C. cinerea*. Our data demonstrate that *C. cinerea cre1* acts as the carbon catabolite repressor in this fungus, and its deletion affects the expression of genes related to carbon metabolism, CAZymes (especially PCWDEs) upregulation, sugar transporters, ion transporters, and several transcription factors. It also supports the notion that Cre1 achieves a tight regulation of CCR through combined repression of PCWDEs, transcription factors that positively regulate PCWDEs (e.g., Roc1), and membrane transporters that could import simple sugars that can induce the expression of PWCDEs (60). In the future, the specific targets of the *C. cinerea cre1* gene can be identified, and the role of various transcription factors and transporters can be studied in more detail to understand the CCR and carbon metabolism in wood-degrading fungi.

## MATERIALS AND METHODS

### Strain, culture conditions, media, buffers, and reagent preparation.

The homokaryotic strain C. cinerea AmutBmut *pab1-1* (FGSC 25122) was used for the study (23). The fungus was cultured on YMG medium at 37°C under continuous light for 6 to 7 days to obtain oidia for protoplast preparation (78). The compositions and preparations of YMG, minimal medium (MM), regeneration medium, top agar, MM buffer, Mannitol, Maleic acid CaCl_2_ (MMC) buffer, and polyethylene glycol (PEG)/CaCl_2_ followed recipes described by Dörnte et al. (53).

### Comparative genomics and phylogenetic analysis.

The Cre1 ortholog (JGI protein ID: 466792) was identified in *C. cinerea* AmutBmut based on reciprocal best blast hits using the Neurospora crassa Cre-1 (NCU08807) protein as the query. The nucleotide sequence was retrieved from MycoCosm maintained by JGI for C. cinerea AmutBmut https://mycocosm.jgi.doe.gov/Copci_AmutBmut1/Copci_AmutBmut1.home.html (47).

A maximum likelihood phylogenetic analysis was performed to confirm the orthology of Cre1 to experimentally characterized carbon catabolite repressors from Ascomycota. For this purpose, we selected orthologs represented by reciprocal blast hits for key Basidiomycota (C. cinerea, D. squalens, Laccaria bicolor, Lentinula edodes, P. ostreatus, Schizophyllum commune, Trametes versicolor, and Ustilago maydis) and Ascomycota (Aspergillus nidulans, Aspergillus niger, N. crassa, S. cerevisiae, Trichoderma reesei, and Yarrowia lipolytica). For rooting the tree, we chose sequences of related C_2_H_2_ transcription factors of S. cerevisiae and Aspergillus spp. Protein sequences were retrieved from the MycoCosm or Uniprot databases or from the Saccharomyces Genome Database (79), aligned with PRANK 170427 (80), and trimmed using the built-in ‘strict’ settings of trimAl (81). Accession numbers are provided in Fig. 1. The resulting multiple sequence alignment was analyzed using RAxML version 7.0.2 under the PROTGAMMAWAG model of evolution with 1,000 rapid bootstrap replicates to assess branch support. Trees were rooted and visualized in FigTree version 1.4.4 (82).

### Single guide RNAs (sgRNAs) design and *in vitro* assembled Cas9 RNPs preparation.

The trans-activating CRISPR RNA (tracrRNA) and crRNA were commercially synthesized for the *in vitro*-assembled RNPs (IDT, USA). sgRNA protospacers were designed with the sgRNACas9 software using the *C. cinerea cre1* gene sequence (protein ID: 466792) (83). Two sgRNAs (*cre1_exon_S_8* and *cre1_exon_S_156*) from the 5′ and 3′ ends of the *cre1* gene were selected, which had minimal off-target effects in the *C. cinerea* genome (Table S1). The position of the sgRNAs binding on the *C. cinerea cre1* gene locus is shown in Fig. S3A. Each synthesized crRNA and tracrRNA was annealed and mixed with the commercially available Alt-R S.p.Cas9 Nuclease V3 (IDT, USA) along with Cas9 buffer to obtain the *in vitro*-assembled RNP complexes according to the manufacturer's instructions. Briefly, for each *in vitro*-assembled RNP mixture, 12 μL of equimolar RNA duplexes were first formed by mixing 1.2 μL of crRNA with 1.2 μL of tracrRNA from the stocks of crRNA (100 μM) and tracrRNA (100 μM) together with 9.6 μL of duplex buffer (IDT) and then incubated at 95°C for 5 min and cooled for 2 min. Next, 12 μL RNA duplex, 0.5 μL Cas9 (10 μg/μL), 1.5 μL Cas9 working buffer, and 1.0 μL duplex buffer were mixed and incubated at 37°C for 15 min. Then, 15 μL of RNP mix was used for protoplast transformation. One RNP reaction for each *cre1_exon_S_8* and *cre1_exon_S_156* sgRNA was prepared and used along with the purified split marker DNA repair cassette for protoplast transformation.

### PCR based split-marker DNA repair cassette preparation.

Para-aminobenzoic acid (PABA) auxotrophy in the *C. cinerea* AmutBmut *pab1-1* strain can be used for the selection of the transformants with *pab1* gene as a selectable marker (84). The split-marker DNA cassettes for the *pab1* (PABA) marker gene along with a ~700-bp upstream homology arm (UHA) and downstream homology arm (DHA) of *C. cinerea* were prepared using the double-joint PCR method (DJ-PCR) (85). First, 1 kb upstream of the 5′ end (UHA) and 1 kb downstream of the 3′ end (DHA) was amplified with the primers (P1 and P2, and P3 and P4, respectively). The *pab1* cassette along with the promoter and terminator (CcPAB1, 3097 bp) was amplified with primers P5 and P6 from vector pMA412 and used as a selection marker for *C. cinerea* (AmutBmut *pab1-1*) (86, 87). P5 and P6 primers have overlapping overhangs with *C. cinerea cre1* UHA and DHA fragments. The vector map for the split marker cassettes (S1 and S2) along with primer locations can be found in Fig. S3B. Each purified 1-kb UHA or DHA fragment was fused to the 3-kb PABA cassette in separate tubes to generate a long common DNA fragment using the DJ-PCR protocol (UP-PABA or PABA-DOWN) (85) with Phusion Green Hot Start II high-fidelity PCR master mix (Thermo Scientific). Finally, the Split1 (S1) cassette was amplified from UP-PABA using P7 and P8. Similarly, Split 2 (S2) was amplified from the PABA-DOWN using P9 and P10. Both S1 and S2 have ~1,081-bp long overlapping *pab1* marker gene fragments, which are required for recombination between split DNA fragments. The protocol for generating a split-marker DNA repair cassette for gene deletion is described in more detail elsewhere (54, 85, 88). All primer positions are shown in Fig. S3A and B and their DNA sequences are given in Table S1. Primers for the DJ-PCR were designed using the Gibson assembly primer design function of SnapGene software (Insightful Science; https://www.snapgene.com/). Fig. S4 shows the purified S1 and S2 DNA cassettes used for protoplast transformation.

### PEG-mediated protoplast transformation using Cas9 RNPs and split-marker DNA cassette mix.

*In vitro* assembled Cas9 RNPs for both ends of the *C. cinerea cre1* gene were used together with 10 μg of the amplified split-marker DNA (S1 and S2) for PEG-mediated transformation of *C. cinerea* protoplasts. *C cinerea* protoplast transformation was done as per the protocol described by Dörnte et al. (53) with minor modifications. Briefly, 0.5× 10^8^ oidia were harvested and washed with MM buffer, then resuspended in 950 μL MM buffer and mixed with 50 μL Protoplast F enzyme (Megazyme, Ireland). The mixture was incubated for at least 2.5 to 3 h to generate ~70 to 90% protoplast in suspension. The protoplast suspension was washed with MMC buffer to stop the reaction and then resuspended in 200 μL of MMC buffer for two transformation reactions. Further, the protoplast solution was divided into two Falcon tubes, one for the split-marker DNA repair cassette alone transformation, and another for the RNPs together with the split-marker DNA repair cassette. To one tube, 25 μL PEG/CaCl_2_, 15 μL each RNP solution, and 10 μg of the split-marker DNA repair cassettes (S1 and S2) were added, and to another tube similar components except the RNP solution were added. The putative fungal transformants were picked from the minimal medium selection plates between 3 and 6 days of incubation at 37°C. Each colony was separately picked and placed on separate minimal medium plates. Genomic DNA was then isolated and selected fungal transformants were further analyzed using PCR.

### PCR screening of the transformed colonies for *C. cinerea cre1* gene deletion.

Colony PCR was performed using the crude genomic preparation protocol described previously (89). Three screening methods were used for PCR screening and confirmation by sequencing (Fig. S1). For screening method 1, primers P11 and P12 provided a size difference between the *C. cinerea cre1* wild-type allele (3.36 Kb) and the *pab1* cassette (3.62 Kb) in the putative transformants. All colonies were screened again using screening method 2, with one primer (P13) upstream of the UHA and another primer (P14) located within the *C. cinerea cre1* gene locus. We used 34 to 35 PCR cycles to identify the true deletion strain with complete removal of the *cre1* gene locus. All mixed and ectopic transformants should yield a PCR signal in screening method 2, but a true *cre1* gene deletion strain does not yield an amplicon.

For screening method 3, selected colonies were grown again on a YMG medium and then genomic DNA was isolated from the fungal mycelium using the CTAB method (90). PCR was used to amplify the large 3.0-kb upstream fragments (UP) using the external forward primer (P13) and the PABA internal primer (P8). Similarly, the PABA internal forward primer (P9) was used together with the external downstream reverse primer (P15) for amplification of the downstream fragment (DW). These amplified PCR fragments indicate the integration of the *pab1* marker into the *cre1* locus of *C. cinerea*. Finally, the UP and DW fragments were used for DNA sequencing with primers P13 and P16 (UP) and P15 and P17 (DW). All primer positions and DNA sequences are shown in Fig. S1 and S3 and Table S1. Later, two internal primers for the *C. cinerea cre1* gene (P18 and P19) were also used for PCR confirmation of mutants from genomic DNA (Fig. S3A).

### RNA isolation and sequencing.

RNA was isolated from the wild-type (C. cinerea AmutBmut *pab1-1*) strain (3 replicates) and the Δ*cre1*-43 and Δ*cre1*-91 mutants (2 replicates for each independent mutant). All colonies were grown on YMG medium (0.2% glucose) overlaid with cellophane for 84 h in the dark at 28°C. Mycelia were collected and homogenized in liquid nitrogen using a mortar and pestle. Total RNA was isolated using the Quick RNA minikit (Zymo Research, USA). Preparation of cDNA libraries for Quant-Seq, purification, and sequencing were performed by iBioScience Ltd. (Pécs, Hungary) on an Illumina NextSeq instrument to achieve a sequencing depth of at least 10 million reads per sample.

### Quant-Seq data analysis.

The reference genome sequence (C. cinerea Amut1Bmut1 pab1-1 v1.0) and gene annotation (Copci_AmutBmut1_GeneModels_FrozenGeneCatalog_20160912.fasta) were downloaded from the JGI database. Read quality was checked using FastQC (91). Adapter sequences, polyA reads, and low-quality tails were removed using bbduk version 38.92 (92). Trimmed reads were mapped to the reference genome using STAR version 2.6.1a_08-27 (93). Trimming and mapping parameters were set according to the manufacturer's recommendations (Lexogen, Austria). Only CDS gene annotations were considered in the read to gene assignment step with a 400-bp overhang added at the 3′ ends of each gene. For the assignment, the featureCounts Rsubread_2.6.4 (94) function of the Rsubread package was used. For differential gene expression analysis, the edgeR version 3.34.0 (95) and limma version 3.48.3 (96) packages were used. Genes with a fold change ≥ 2 and a Benjamini-Hochberg (BH) adjusted *P* value ≤ 0.05 were considered upregulated (deg_status = 1). Genes with a fold change ≤ −2 and a BH adjusted *P* value ≤ 0.05 were considered downregulated (deg_status = −1). We also generated the list of InterPro (IPR) terms, IPR descriptions, and GO terms associated with the *C. cinerea* protein ids based on the output of InterProScan version 86 (Table S2). We analyzed the Quant-Seq data of the Δ*cre1*-43 and Δ*cre1*-91 mutants independently to find differentially expressed genes compared with wild type samples; the data obtained are shown in Table S3 and Table S4, respectively. The normalized average count per million (avg CPM) reads for the mutants and wild type is shown in Table S5.

### Functional annotations.

GO enrichment analyses were performed for differentially expressed genes separately for the Δ*cre1*-43 and Δ*cre1*-91 mutants using the topGo R package (97). We used the classicFisher algorithm to identify GO terms with a *P* value ≤ 0.05. GO terms for all *C. cinerea* protein ids can be found in Table S2.

The putative CAZymes in *C. cinerea* were annotated along with their major substrate based on previous publications (51, 98–108) and used for identification of PCWDEs and FCW-related CAZymes in our data. Putative transcription factors were identified based on lists provided in the study by Krizsán et al. (107). Putative transporter proteins localized in the plasma membrane were taken from the list in the study by Sahu et al. (44). We also confirmed their subcellular localization with WoLF PSORT and used proteins with predicted plasma membrane localization for analysis (109). Expression heatmaps were generated using the online tool HeatMapper (110) and Venn diagrams were generated using InteractiVenn (111).

### Phenotyping and fruiting assays.

To compare the growth rate of the *C. cinerea cre1* deletion strain to that of the wild type on different carbon sources, small agar plugs were cut out from 3-day-old cultures of the wild type and the *C. cinerea* Δ*cre1*-43 strain and placed on minimal media supplemented with either 2% glucose, 2% minced hay, 2% lignin (Lignin, alkali, Sigma-Aldrich), or 2% poplar sawdust. The experiment was carried out in 4 replicates. Colony diameters were measured every 24 h until 96 h. Statistical analysis was performed using Student's *t* test in R.

For analysis of fruiting body development, *C. cinerea cre1* mutants and the wild-type strain (Coprinopsis cinerea AmutBmut *pab1-1*) were cultured on YMG for 5 days at 37°C in the dark and then transferred to a 12/12 h light/dark cycle at 28°C for 5 to 7 days to analyze fruiting body development.

### Data availability.

The Quant-Seq data used for the gene expression analysis have been deposited in NCBI’s Gene Expression Omnibus (112) and are accessible through the GEO series accession number GSE205749.

# Supplementary material for: Preassembled Cas9 Ribonucleoprotein-Mediated Gene Deletion Identifies the Carbon Catabolite Repressor and Its Target Genes in Coprinopsis cinerea
**Source:** Appl Environ Microbiol. 2022 Nov 14;88(23):e00940-22. doi: 10.1128/aem.00940-22
**Supplement:** Supplemental file 1 — Fig. S1 to S4 and legends for Tables S1 to S9. Download aem.00940-22-s0001.pdf, PDF file, 0.4 MB

## **Supporting Information for**

**Pareek et al**

*Pre-assembled Cas9 ribonucleoprotein-mediated gene deletion identifies the carbon catabolite repressor and its target genes in Coprinopsis cinerea*

**Applied and Environmental Microbiology 2022**

### **Contents:**

- Supplementary Figures 1-4
- Legends for supplementary tables

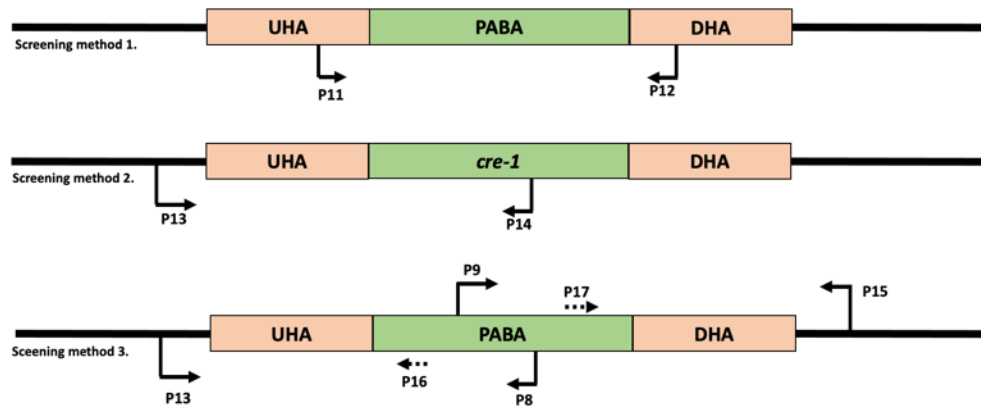

**Fig. S1.** Different screening methods were used to screen the putative *C. cinerea cre1* deleted strain. **Screening method 1.** transformants with PABA integration and wild-type gene PCR amplicons can be distinguished by size using the flanking diagnostic primers (P11 and P12). Here, the size of the wild-type *C. cinerea cre1* gene locus = 3.36 KB; the size of the mutant = 3.62 (with PABA insertion). **Screening method 2.** true deletion mutants yield no amplification with the external forward primer P13 and the *cre1* gene internal reverse primer P14. **Screening method 3.** Provide information on the location of the deleted locus using external primer P13 and another PABA internal primer P8. Similarly, at the other end, use primers P9 and P15. P16 and P17 are used for DNA sequencing along with P13 and P15 for final confirmation of the amplified product.

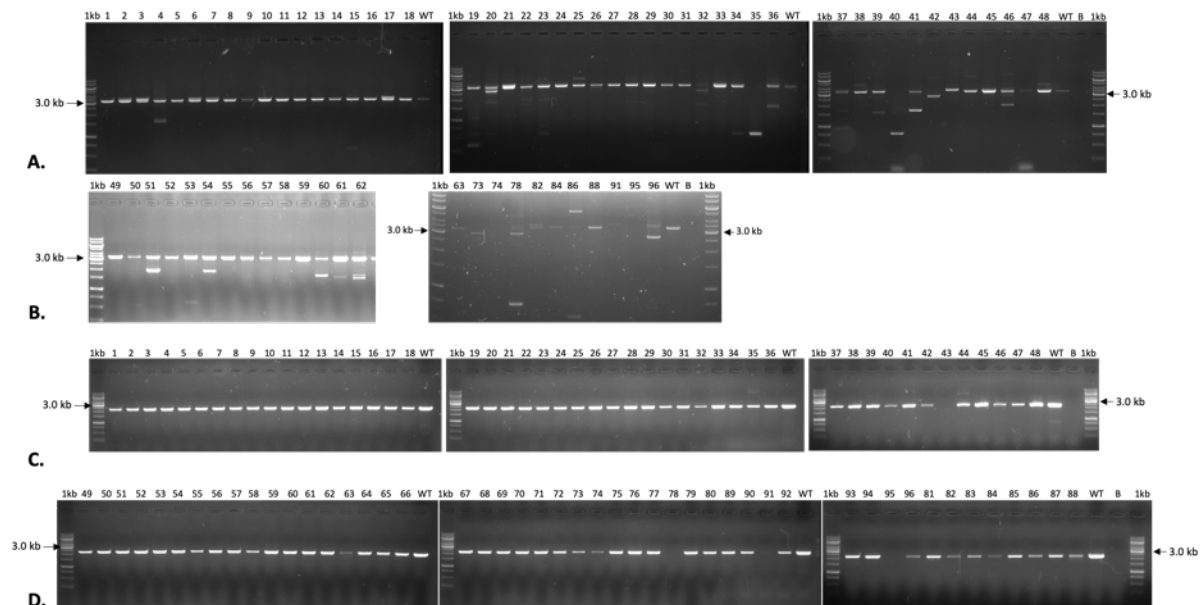

**Fig. S2 (A-B).** PCR screening of the putative *C. cinerea cre1* mutants (1-96) using screening method 1 (P11 and P12 primers). Colony numbers 1-24; 49-72 were obtained by the transformation approach with split-marker DNA repair cassette alone. Colony numbers 25-48; 73-96 were transformed by the RNPs along with the split marker DNA

repair cassette. Not all samples are shown after transformant 63. **(C-D)**. PCR screening of *C. cinerea cre1* mutants (1-96) using screening method 2 (P13, P14 primers). The loading order of the samples is discontinuous after transformant 80. WT - Wild type strain, B - blank/water control, 1kb- GeneRuler 1 kb DNA ladder.

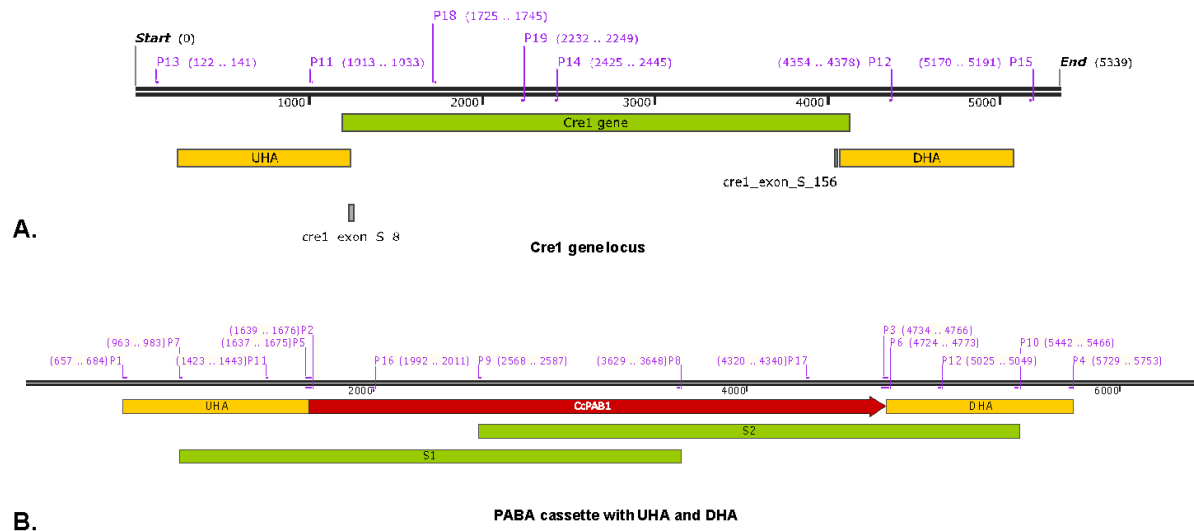

**Fig. S3 (A)** DNA map shows the *C. cinerea cre1* gene locus together with the upstream homology arm (UHA), the downstream homology arm (DHA) and the sgRNA binding sites (cre1\_exon\_S\_8 and cre1\_exon\_S\_156). P13, P11, P18, P19, P14, P12 and P15 are primers used for screening the transformants. **(B)** DNA map of *cre1* PABA cassette showing the position of the selection marker *pab1* gene (CcPAB1 or PABA) along with the upstream homology arm (UHA) and downstream homology arm (DHA). The positions of the split marker cassettes are also indicated as split 1 (S1) and split 2 (S2). The different primer positions used for split cassette preparation, screening, and sequencing of the mutants are shown here (P1, P7, P11, P5, P2, P16, P9, P8, P17, P3, P6, P12, P10, and P4).

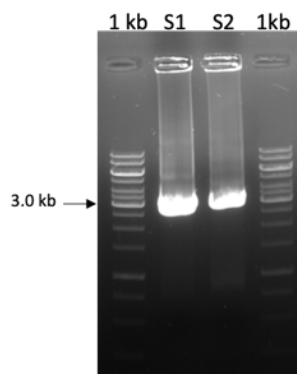

**Fig. S4:** PCR-amplified and purified split 1 (S1) and split 2 (S2) DNA repair cassette used for PEG -mediated protoplast transformation.

**Table S1:** DNA sequences of the sgRNAs protospacer and primers used in the study.

**Table S2:** *C. cinerea* protein IDs along with its InterPro accession number, InterPro description and Gene Ontology (GO) IDs.

**Table S3:** Quant-Seq data analysis of  $\Delta cre1-43$  mutants compared to wild type strain to obtain log fold change (logFC), average expression and differential expression status (deg status) for *C. cinerea* protein IDs.

**Table S4:** Analysis of Quant-Seq data of  $\Delta cre1-91$  mutants compared with the wild-type strain to obtain the log fold change (logFC), average expression and differential expression status (deg status) for the *C. cinerea* protein IDs.

**Table S5:** Normalized count per million reads (CPM) for  $\Delta cre1-43$ ,  $\Delta cre1-91$ , and wild-type samples (Sheet 1). Total number of raw reads, trimmed reads, uniquely mapped reads, and assigned reads obtained from Quant-Seq data for each sample. Also shown is the percentage of uniquely mapped reads compared to the raw reads obtained (Sheet 2).

**Table S6:** The table shows the GO terms along with the corresponding number of genes (annotated, significant) in the up and down-regulated genes of *C. cinerea cre1* mutants. Sheet 1: Shows the GO terms in upregulated genes of *C. cinerea*  $\Delta cre1-43$  and  $\Delta cre1-91$  mutants. Sheet 2: Shows the GO terms in down-regulated genes of *C. cinerea*  $\Delta cre1-43$  and  $\Delta cre1-91$  mutants. BP - Biological process, MF - Molecular function and CC - Cellular component.

**Table S7:** Table shows the differentially expressed CAZymes in the *C. cinerea*  $\Delta cre1-43$  and  $\Delta cre1-91$  mutants Sheet 1: Shows the PCDWE CAZymes along with their protein IDs, CAZyme classes, plant cell wall components, deg status, and average CPM for the mutants and wild type. Sheet 2: Shows the FCW CAZyme along with their protein IDs, CAZyme classes, fungal cell wall components, deg status and average CPM for the mutants and wild type.

**Table S8:** The differentially expressed transcription factors (protein IDs) in the  $\Delta cre1-43$  and  $\Delta cre1-91$  mutants along with their average CPM values, differential expression status (deg status), InterPro description, and the names of their orthologs in other species.

**Table S9:** Putative plasma membrane transporters differentially expressed in  $\Delta cre1-43$  and  $\Delta cre1-91$  mutants along with their average CPM values, differential expression status (deg status), InterPro ids, InterPro description and probable location in the cell.

How the deposited data were processed for this re-analysis (not part of the article)

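Quant-Seq 3′ RNA sequencing was carried out on mycelium of the wild-type strain (3 libraries) and of the strains labelled Δ*cre1*-43 and Δ*cre1*-91 (2 libraries each), grown for 84 h at 28°C with 0.2% glucose. Libraries were assigned to strain and replicate from the sample labels and the paper's Table S5, and none was left out. The authors trimmed the reads with bbduk, mapped them with STAR to the *C. cinerea* Amut1Bmut1 *pab1-1* v1.0 genome of the Joint Genome Institute and counted them with featureCounts on the coding sequence of each gene model plus a 400-bp 3′ overhang. That overhang length was found in 96.7% of the gene models of the deposited annotation. The deposited table holds estimated counts made by the authors in this way. Of these, 9492 genes have a value that is not whole in at least 1 library, as is left when a read is divided among several places or models; the text of the paper does not describe this step. The authors also deposited a table of scaled signal values, which equal the counts divided by TMM-scaled library sizes as computed here and were not used further. The strand used for counting is not stated in the text of the paper. Coordinates are those of the deposited gene models, counted from 1.

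The assigned counts per library ran from 10196878 to 10784958 in the wild type (median 10551263), from 6232853 to 8459151 under the label Δ*cre1*-43 (median 7346002) and from 7977328 to 8514379 under the label Δ*cre1*-91 (median 8245854). Intervals cover counting error and the spread between these libraries only. A group with 3 counts or fewer in every library was taken as at the floor. Fold changes against it are the other group's mean CPM divided by the mean CPM of 3 counts in that group. Such lower bounds carry neither counting error nor spread and are not confidence limits. The tests had been laid out for whole counts. Because the values turned out to be estimated counts, they were rounded to whole numbers first, with 0.5 going to the even number.

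All genes of the table and all 7 libraries were fitted in one model with a coefficient per strain, using R 4.3.3 and edgeR 4.0.16 (TMM scaling, estimateDisp, glmQLFit and glmQLFTest). Each mutant was compared with the wild type, the mutants with each other, and the 4 mutant libraries together with the 3 wild-type libraries. P values were adjusted by the Benjamini-Hochberg method over all genes, and a gene was called at an adjusted P value of at most 0.05 and a log2 fold change of at least 1 in size, the limits the authors state. Standard errors are the unshrunk coefficient divided by the square root of the F statistic. Scaled CPM values are the rounded counts divided by the TMM-scaled library size. Fixed before the data were examined were this model, the alternatives (limma 3.58.1 voom, DESeq2 1.42.0, other scalings, the filterByExpr filter on low counts, fits of only the groups compared, no fold-change limit, a robust prior, the replicate number as a block, thinning to the smallest library, and leaving out each library in turn) and the rule for the genes named. The fits without rounding were added after the data had been seen. Named are *cre1* and its neighbours, the genes the paper names by protein ID, the members of the small families it counts (lignin-modifying enzymes, expansins, HMG box genes, oligopeptide transporters and the AA9 gene listed as lower), the 3 largest rises and 3 largest falls in both mutants among genes with at least 10 counts in each library of the higher group, and the 3 smallest P values between the mutants. Genes outside this rule, among them the ion and acetate transporters, the GH92 gene 501856 and a run of neighbouring genes, were chosen after their values were seen. Gene lists are those of Tables S7, S8 and S9, which the study drew from these same libraries. The models were tested on simulated counts with 200 changed genes, drawn with edgeR's fitted dispersions. Changes were planted only in genes above a set expression level in the wild type. They exceeded the fold-change limit and were the same in both mutants. Recovery and the order of the tools at low counts or near that limit were not tested. EdgeR recovered 190 for Δ*cre1*-43, 186 for Δ*cre1*-91 and 190 for the 4 mutant libraries together, with 12, 17 and 8 false calls. Limma voom recovered fewer, 139, 138 and 178 in that order, with 6, 6 and 9 false calls. DESeq2 recovered 184, 182 and 190, with 6, 8 and 5 false calls. Each of these gave 0 calls in the wrong direction. To see what the shared wild-type libraries give by themselves, unchanged mutants were simulated 40 times. Each gene was drawn independently, from its wild-type mean and edgeR's fitted dispersion. Enrichment tests of gene ontology terms were not run.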

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

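In this part the edgeR comparisons and the alternatives, except the fits without rounding, were fixed before the data were examined. Of the further tests, the simulation of unchanged libraries was chosen before its result was seen. All other further tests were chosen only after the result was seen.

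The mutants differed from each other in 35 genes of the direct contrast, a count that ranged from 0 to 106 over the alternatives. Of the 35, 11 were called in the same direction in both mutants and 6 in neither. The smallest P values belonged to 443233, with a log2 difference of -1.80 between Δ*cre1*-43 and Δ*cre1*-91, to 410774, with 3.06, and to 437532, with 2.20. Scaled counts of 443233 were 60.8 CPM in the wild type, 19.0 under the label Δ*cre1*-43 and 66.2 under the label Δ*cre1*-91. Those of 410774, whose model overlaps another one, were 3.63, 24.0 and 2.86 CPM, and those of 437532 were 30.3, 55.3 and 12.0 CPM. Chance differences under edgeR's fitted spread are argued against by the simulations, in which at most 5 genes were called between the mutants. These simulations drew each gene independently, so variation between cultures that is shared across genes stays open. A split of the mutant libraries that does not follow the mutants stays open. The other pairings of the 4 libraries gave at most 4 called genes, against 35 for the pairing by strain. Only 3 pairings exist, too few for a permutation test. The direct contrast itself set the difference between the strains against the spread between replicate cultures. A difference between the strains themselves, such as in the deletion event, was not tested.

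Protein 518081, the gene model upstream of *cre1* at a distance of 2484 bp, is not discussed in the paper. It had 20.25 reads in the 4 mutant libraries and 0.5 in the 3 wild-type libraries, with 3 of the 4 mutant libraries above every wild-type library. Against the floor of the wild type, the group mean was 3.42-fold higher under the label Δ*cre1*-43. It was 1.12-fold higher under the label Δ*cre1*-91, where 1 library had 0.5 reads. Only the first was called (edgeR adjusted P = 0.0222 and 0.131). Counting chance at low counts stays open. The 4 mutant libraries together differed from the wild type (edgeR adjusted P = 0.0295), but against a group with no more than 0.5 reads in a library such a comparison excludes little, and the call for Δ*cre1*-43 was not made when any 1 of the wild-type libraries was left out. Reads shared with other places in the genome also stay open, since 49.4% of the reads in the mutant libraries lie in libraries with a whole count and the rest in libraries with a fraction of a read. Whether the change at *cre1* alters the transcription of its neighbour was not tested.

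A run of 6 neighbouring genes on the reverse strand of scaffold 96, from 11445 to 20610, was higher in both mutants and is not discussed as a group in the paper. The genes are 479570, 426057, 399959, 451005, 461496 and 289976, with median log2 fold changes of 5.60 under the label Δ*cre1*-43 and 4.90 under the label Δ*cre1*-91. No wild-type library had more than 22 counts for any of them, and no mutant library fewer than 39. Genes called higher in both mutants lay side by side in 35 pairs, against 15.9 on average when the calls were shuffled among genes of similar expression. The permutation P value was 1e-04, the smallest that 10000 shuffles can give, which argues against a chance order of the called genes. Reads reaching from one model into the next are argued against as the whole cause by the pairs 1000 bp or more apart. These numbered 8 against 2.07 on average (permutation P = 0.0015). For the run itself, with gaps of 6 to 1054 bp, such reads stay open. Reads divided between similar neighbouring genes were not tested. Genes lower in both mutants were side by side in 10 pairs against 3.69 (permutation P = 0.0025). A hypothesis is that neighbouring genes may change together in these strains, found and tested on the same libraries.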

How the results depend on the processing

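The alternatives named in the processing summary were set before the data were examined, except the fits without rounding. No test in this part was chosen after the result was seen apart from those 2 fits.

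Dropping the fold-change limit gave 1188 higher and 990 lower genes for Δ*cre1*-43, 1317 higher and 1191 lower for Δ*cre1*-91, 813 higher and 639 lower in both, and 1319 higher and 1208 lower in the 4 mutant libraries together; the alternative itself, which adds smaller changes, accounts for this. Under every other alternative that gave a value, these 8 counts stayed within 1.5 times those reported. A mutant left with 1 library gave no calls, so its own replicates could be left out only for the 4 mutant libraries together, and the calls in both were recounted only without each wild-type replicate. Across the fits that each left out 1 replicate, the counts ranged from 587 to 655 and 274 to 316 for Δ*cre1*-43, from 630 to 711 and 404 to 476 for Δ*cre1*-91, from 406 to 443 and 203 to 225 in both, and from 541 to 720 and 291 to 405 for the 4 mutant libraries together. The PCWDE genes called higher (57 to 63 and 53 to 61) and the FCW genes (17 to 19), TF genes (22 to 31) and transporter genes (43 to 54) called in at least 1 mutant also stayed within 1.5 times under the alternatives that gave a value.

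The number of genes that differ between the mutants depended most on the processing. Against 35 as reported, it was 0 with limma voom (1959 at an unadjusted P below 0.05), 0 with limma voom without rounding (1924), 0 with filterByExpr (1408), 72 with DESeq2, 55 with upper-quartile scaling, 106 with library size only, 101 with only the 2 groups compared in the fit, 60 after thinning to the smallest library and 74 with edgeR without rounding. Leaving out 1 wild-type replicate gave from 5 (without replicate 2) to 105 (without replicate 3). The cause was not tested.

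The log2 fold change of *cre1* turned positive for Δ*cre1*-43 after thinning (0.014) and without wild-type replicate 3, the fits without 1 replicate ranging from -0.25 to 0.024. For Δ*cre1*-91 these fits ranged from -0.60, without Δ*cre1*-91 replicate 1, to -0.13. With 49 to 122 counts per library, the counting error and the spread between libraries together leave a ratio to the wild type between 0.605 and 1.19. Among the single genes, 491156 in Δ*cre1*-43 turned to -0.041 with limma voom and -0.038 with limma voom without rounding, and ranged from -0.53 to 0.51 without 1 replicate. Without 1 replicate, 443233 in Δ*cre1*-91 ranged from -0.14 to 0.32, 410774 in Δ*cre1*-91 from -0.76 to 0.46, and 501548 in Δ*cre1*-43 from -0.42 to 0.33. After thinning, 501548 in Δ*cre1*-43 was -0.39 and 464389 in Δ*cre1*-91 was -0.32. The cause was not tested. For the named genes other than *cre1*, of 1376 values under the alternatives, 1242 kept their direction and side of the threshold, 66 kept the direction but were no longer called, 17 were newly called, 40 moved by more than the spread between replicates and 11 changed sign.

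Scaling by library size only moved the median log2 fold change of expressed genes in Δ*cre1*-91 from -0.022 to -0.11. The median of the PCWDE genes was 2.17 there, against 2.26 as reported, and so moved about as much as that of all expressed genes.

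The replicate numbers did not pair the libraries: the deviations of replicates 1 and 2 correlated across 9298 genes with r = 0.153 between the wild type and Δ*cre1*-43, -0.056 between the wild type and Δ*cre1*-91, and -0.19 between the mutants. A fit with the replicate block gave 581 higher and 298 lower genes for Δ*cre1*-43, 641 and 452 for Δ*cre1*-91, 411 and 218 in both, 613 and 362 for the 4 mutant libraries together, and 53 between the mutants. The log2 fold change in Δ*cre1*-43 was 0.029 for *cre1* and -0.022 for 501548. For the named genes other than *cre1*, of 69 values 60 were the same, 8 were no longer called and 1 changed sign.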

Differences from the paper's values

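For the expansins of Table S7, the paper lists 2 as higher in at least 1 mutant, and here 1 was called. Of the alternatives set before the data were examined, limma voom and filterByExpr gave 2, and the others gave 1; limma voom without rounding, chosen after seeing the values, also gave 2. For the HMG box genes of Table S8, the paper lists 2 as lower, and here 1 was called. Limma voom gave 2, and the other alternatives set before the data were examined gave 1; the fits without rounding with limma voom and edgeR, chosen after seeing the values, gave 2.

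The limma voom fit on the unrounded counts, chosen after seeing the values, gave the paper's totals of 658 higher and 280 lower genes for Δ*cre1*-43, 682 and 399 for Δ*cre1*-91, and 401 and 191 in both. It gave the same status as the paper's Tables S3 and S4 for all 1999 genes in hand of each, 14.0% of the genes those tables list. In that fit the log2 fold change of *cre1* was -0.13 for Δ*cre1*-43 and -0.33 for Δ*cre1*-91 (limma adjusted P = 0.726 and 0.391).

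Several single calls of the paper's Tables S7 to S9 were not made here, and limma voom without rounding, chosen after seeing the values, made each of them. Limma voom with rounding also made them, except those of 503067 in Δ*cre1*-43 and of 365047 and 432854 in Δ*cre1*-91. Filtering with filterByExpr called 479351 in Δ*cre1*-91, 464389 and 547130 in Δ*cre1*-43, 369701 and 438374 in Δ*cre1*-91, and 251127 and 469456 in Δ*cre1*-43. Upper-quartile scaling, thinning, the fit without wild-type replicate 2 and the fits without a fold-change limit called 369701 and 438374 in Δ*cre1*-91 and 251127 in Δ*cre1*-43. The fit without wild-type replicate 1 called 369701 and 462297 in Δ*cre1*-91 and 251127 in Δ*cre1*-43, and scaling by library size called 462297 in Δ*cre1*-91 and 251127 in Δ*cre1*-43. Dropping the fold-change limit also called 462297 in Δ*cre1*-91. The fit of only the 2 groups compared and the fits without either Δ*cre1*-91 replicate called 469456 in Δ*cre1*-43. EdgeR without rounding called 268422 in Δ*cre1*-43. The genes 462581 in Δ*cre1*-91, and 501856, 501778, 469156 and 500954 in Δ*cre1*-43, were called by the limma voom fits alone.

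The text of the paper names acetate transporters among the genes that were lower, whereas here 2 of the 3 in its Table S9 were called higher, and that table lists the same 2 as higher and the other, 500954, as lower.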

Other observations

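In this part the edgeR comparisons and the other scalings were fixed before the data were examined. Of the tests that weigh explanations with them, those that regroup the libraries or thin them to equal totals were chosen before their results were seen. All others were chosen only after the result was seen. Among the latter, 3 were also changed after a first result: the test of the scaling was split by mutant once the 50.2% was known, the test of scaffold copies first used the largest median of a scaffold, 0.70, and the test of fractional values was restricted to gene models without overlap.

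The *cre1* gene was counted in every library labelled as a mutant. Wild-type libraries of the same batch under a mutant label are argued against by the 1047 genes called between the 4 mutant libraries and the wild type. Of the 35 ways to split the 7 libraries into 4 and 3, only 1, the real one, gave as many; the next gave 74, and the median of the others was 0. A small share of undeleted nuclei with *cre1* at the wild-type level is argued against only if every counted read came from an intact copy. In that case the lower end of the 95% confidence interval of the ratio, 0.605, lies above a small share. If reads came from the 400 bp past the coding end, the ratio cannot exclude such nuclei. The paper reports an internal *cre1* PCR band that persisted in both mutants at many cycles. Wild-type libraries of another batch under a mutant label stay open, because the share of uniquely mapped reads in the paper's Table S5 divides the libraries as the labels do, with a gap of 12.99 percent points. Reads shared with other places in the genome stay open: only 1 of the 7 counts had a fraction, and if shared reads left a fraction in 0.5 of the libraries, that would have a chance of 0.0625. Reads from the 400 bp past the coding end also stay open, because they are counted with the gene and the coding exons cannot be told apart from them in a count per gene. Transcripts of an incompletely removed gene were not tested.

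More genes were called higher than lower under both labels. Deeper wild-type libraries are argued against: with all libraries thinned to the smallest total, 69.8% of the calls for Δ*cre1*-43 and 60.1% of those for Δ*cre1*-91 were higher. The scaling of the libraries is argued against for Δ*cre1*-43, where the lowest share under the other 3 scalings was 69.0%. For Δ*cre1*-91 it stays open, because with library size only 50.2% of the calls were higher, 622 against 617.

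Genes called the same way in both mutants might have come from a gained or lost copy of a scaffold. Of the 398 such genes on the 141 scaffolds with at least 20 expressed genes, 2.01% lay on the 2 scaffolds whose median log2 fold change was 0.5 or more in size, which argues against it for these scaffolds.

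The mutant libraries had a smaller share of raw reads that mapped uniquely in the paper's Table S5. The gap was 12.99 percent points between the lowest wild-type and the highest mutant library. Reads that map to several places are consistent with this. In 1931 genes with at least 100 counts in every library and no overlapping model, at least 26.3% of the values of a mutant library had a fraction, against at most 22.0% in the wild type. Reads lost in trimming also stay open, because the share is of raw reads and trimming losses were not examined. A library batch that follows the genotype stays open. Every wild-type library lies on one side of the gap and every mutant library on the other. Batch and genotype therefore cannot be told apart.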
